# LGR5 controls extracellular matrix production by stem cells in the developing intestine

**DOI:** 10.15252/embr.201949224

**Published:** 2020-05-28

**Authors:** Valeria Fernandez Vallone, Morgane Leprovots, Didac Ribatallada‐Soriano, Romain Gerbier, Anne Lefort, Frédérick Libert, Gilbert Vassart, Marie‐Isabelle Garcia

**Keywords:** development, Lgr5, organoids, Rspondins, stem cells, Development & Differentiation, Signal Transduction, Regenerative Medicine

## Abstract

The Lgr5 receptor is a marker of intestinal stem cells (ISCs) that regulates Wnt/b‐catenin signaling. In this study, phenotype analysis of knockin/knockout Lgr5‐eGFP‐IRES‐Cre and Lgr5‐DTReGFP embryos reveals that Lgr5 deficiency during Wnt‐mediated cytodifferentiation results in amplification of ISCs and early differentiation into Paneth cells, which can be counteracted by *in utero* treatment with the Wnt inhibitor LGK974. Conditional ablation of Lgr5 postnatally, but not in adults, alters stem cell fate toward the Paneth lineage. Together, these *in vivo* studies suggest that Lgr5 is part of a feedback loop to adjust the Wnt tone in ISCs. Moreover, transcriptome analyses reveal that Lgr5 controls fetal ISC maturation associated with acquisition of a definitive stable epithelial phenotype, as well as the capacity of ISCs to generate their own extracellular matrix. Finally, using the *ex vivo* culture system, evidences are provided that Lgr5 antagonizes the Rspondin 2‐Wnt‐mediated response in ISCs in organoids, revealing a sophisticated regulatory process for Wnt signaling in ISCs.

## Introduction

The adult intestinal epithelium is a specialized tissue involved in nutrient absorption and protection against pathogens and environmental toxic agents. Under homeostatic conditions, within few days, this epithelium undergoes rapid and constant renewal supported by a pool of intestinal stem cells (ISCs), also called crypt base columnar cells, identified by the expression of the Lgr5 receptor 1. Restricted to the bottom of the crypts of Lieberkühn, ISCs have the capacity to both self‐renew and give rise to transit‐amplifying cells, which differentiate along the villus architecture into all the cell lineages of the epithelium, i.e., absorptive enterocytes, mucus‐producing goblet cells, hormone‐secreting enteroendocrine cells, Paneth cells generating antimicrobial products, and the type 2 immune response‐inducer tuft cells 2. Other populations of slowly cycling or label‐retaining reserve stem cells have been identified to efficiently regenerate the intestinal epithelium upon loss of Lgr5‐expressing stem cells; additional evidences have been provided for coexistence and possible mutual interconversion between these two stem cell populations 3, 4, 5. However, the molecular mechanisms associated with emergence and establishment of adult stem cells during development still remain incompletely understood. By using transgenic mouse lines, evidences have been provided that Cdx2 is a master transcription factor required for intestinal specification before the embryonic stage E14 6, 7. Thereafter, the intestinal epithelium undergoes a profound remodeling, in part instructed by the underlying mesenchyme, leading to appearance of separate domains constituted by villus and intermingled intervillus regions 8, 9, 10. Coherent with a proximal‐to‐distal wave of cytodifferentiation along the intestine mediated by the Wnt/b‐catenin pathway around E14.5, the Wnt/β‐catenin target gene Lgr5 becomes upregulated and identifies cells (ISC precursors) restricted to the intervillus regions that grow as adult‐type organoids in the *ex vivo* culture system 11, 12, 13, 14. After birth, concomitant with Paneth cell lineage differentiation, intestinal crypts will be formed by invagination of the intervillus regions into the surrounding mesenchyme, bearing in their bottom the Lgr5‐expressing adult ISCs? 15.

Despite general consensus on the function of the Lgr5 receptor as a Wnt/β‐catenin signaling modulator in stem cells, how it does so remains still controversial. First of all, *in vitro*, binding of the natural ligands Rspondins to the receptor Lgr5 has been demonstrated to either enhance or inhibit the Wnt pathway depending on the cell type analyzed 16, 17, 18, 19, 20. Secondly, *in vivo*, homozygous *Lgr5‐LacZNeo* knockin/knockout embryos deficient for Lgr5 exhibited an overactivated Wnt/b‐catenin signaling pathway at birth associated with precocious Paneth cell differentiation, this suggesting a negative regulatory function of Lgr5 on this cascade 21. However, conditional ablation of the Lgr5 function in adults did not result in significant alteration in Paneth cell differentiation 17. Moreover, the molecular mechanisms associated with Lgr5 function in ISCs are still debated, does this G‐protein‐coupled receptor simply control Wnt signaling at the extracellular level by trapping the E3 ubiquitin ligase Znrf3/Rnf43 at the cell membrane, or does Lgr5 signal via its transmembrane domains and intracellular tail 17, 22, 23.

In the present report, we further investigated the role of the Lgr5 receptor during intestinal development by analyzing the transcriptome of Lgr5‐expressing or Lgr5‐deficient ISCs just after the onset of the Wnt‐mediated cytodifferentiation (E16) and in adult homeostatic tissues. We provided evidences that Lgr5 controls ISC maturation associated with acquisition of a definitive stable epithelial phenotype, as well as the capacity of ISCs to generate their own extracellular matrix. In addition, using the *ex vivo* culture system, we demonstrate that the Lgr5 receptor/Rspondin 2 ligand interaction negatively regulates the pool of ISCs in organoids, in a process associated with modulation of epithelial extracellular matrix production.

## Results

### *In utero* inhibition of Wnt activity counteracts premature Paneth cell differentiation induced by Lgr5 deficiency in the intestine

To clarify the molecular function of the Lgr5 ISC marker in the embryonic intestine, we investigated the potential phenotype of knockin/knockout (KO) homozygous Lgr5 embryos from the Lgr5‐GFP‐Cre^ERT2^ and Lgr5‐DTReGFP mouse strains 1, 24. Since Lgr5 KOs generated from both transgenic lines show neonatal lethality associated with ankyloglossia, histological analyses were performed at E18.5 (Fig EV1A). Despite no evidence of gross architectural epithelial alterations, Lgr5 KOs exhibited early differentiation toward the Paneth lineage as revealed by Lendrum's staining (that evidences Paneth cell granules) as well as qRT–PCR analysis of E18.5 tissues (Figs 1A and B, and EV1B, Table EV1). In addition, Lgr5 KOs showed fourfold increased expression of Wnt/β‐catenin target genes (*Ascl2*,* Axin2*), histologically detected in the intervillus (IV) regions as compared to wild types (WTs) (Fig 1C and D). This was associated with an early expansion of the eGFP‐positive (+ve) stem cell pool both at E16.5 and E18.5 in Lgr5 KO embryos as compared to heterozygous (HEs) (Fig 1E). Of relevance, upregulation of the truncated *Lgr5* transcript itself was even higher [10‐fold versus (vs) WTs], suggesting a negative control of the Lgr5 receptor on its own expression (Fig 1D). Altogether, these data confirm previous studies on other Lgr5‐deficient mouse strains 21, 25 and suggest that Lgr5 deficiency generates overactivation of the Wnt/β‐catenin pathway in the prenatal small intestine inducing an expansion of ISC precursors and leading to premature Paneth cell differentiation around birth. ISCs co‐express the two paralogue receptors Lgr4 and Lgr5 17, 26. Since deficiency for the Lgr4 receptor leads to ISC loss due to insufficient Wnt signaling in cultured crypts, we assessed the long‐term growth properties of Lgr5‐deficient ISCs in the *ex vivo* culture system 26. Irrespective of the mouse strain of origin, upon initial seeding, Lgr5 KO E18.5 small intestines generated a threefold to fourfold increase in the absolute number of growing organoids, which exhibited higher complexity as compared to WTs and HEs (Figs 1F and EV1C). As reported earlier, such higher organoid complexity could be explained by the presence of Paneth cells in Lgr5 KO versus control samples at the time of seeding 14. The stemness status of Lgr5 KO ISCs was studied by replating Lgr5‐DTReGFP samples for more than 20 passages (Fig EV1D and E). Organoid growth and Wnt target gene expression were maintained over passages in Lgr5 KOs demonstrating that long‐term replating of Lgr5 KO organoids is preserved *ex vivo*. However, the Wnt tone in Lgr5 KO organoids was not sufficient to confer reduced growth requirements as compared to WTs since KO organoids remained dependent on Rspo1 to grow *ex vivo* (Fig 1G).

**Figure EV1:**
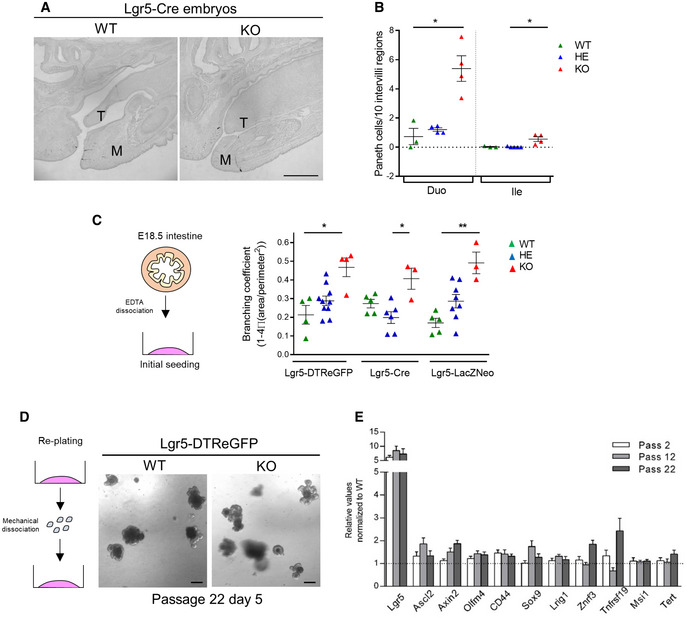
Lgr5 deficiency induces early Paneth cell differentiation and stem cell expansion in the small intestine at E18.5 Sagittal sections of craniofacial region showing the presence of an ankyloglossia in Lgr5‐null Cre embryos at E18.5 as compared to the WT littermate. The tongue (T) and mandible (M) are indicated.Paneth cell quantification as number of cells per 10 intervillus regions on Lgr5‐Cre duodenum (Duo) and ileum (Ile). Each symbol indicates the value for a given embryo.Quantification showing organoid complexity ex vivo measured by the branching coefficient for wild‐type (WT), heterozygous (HE), and KO organoids from 3 different mouse strains: Lgr5‐DTReGFP, Lgr5‐Cre, and Lgr5‐LacZNeo at day 6 of culture upon initial seeding. Each symbol indicates the mean value for a given embryo.Representative pictures of WT and KO Lgr5‐DTReGFP organoids at day 5 of passage 22.Gene expression analysis by qRT–PCR of the indicated stem cell markers in Lgr5‐DTReGFP WT and Lgr5 KO organoid cultures, each originating from a given embryo (*n* = 7 WT and 9 KO at passage 2 and passage 12, *n* = 2 WT and 5 KO at passage 22). Values are normalized to the WTs at passage 2.Data information: Scale bars, 1 mm (A) and 50 μm (D). Data are represented as means ± SEM. *P < 0.05; **P < 0.01 by Kruskal–Wallis test followed by Dunn's multiple comparison test (B, C).

**Figure 1:**
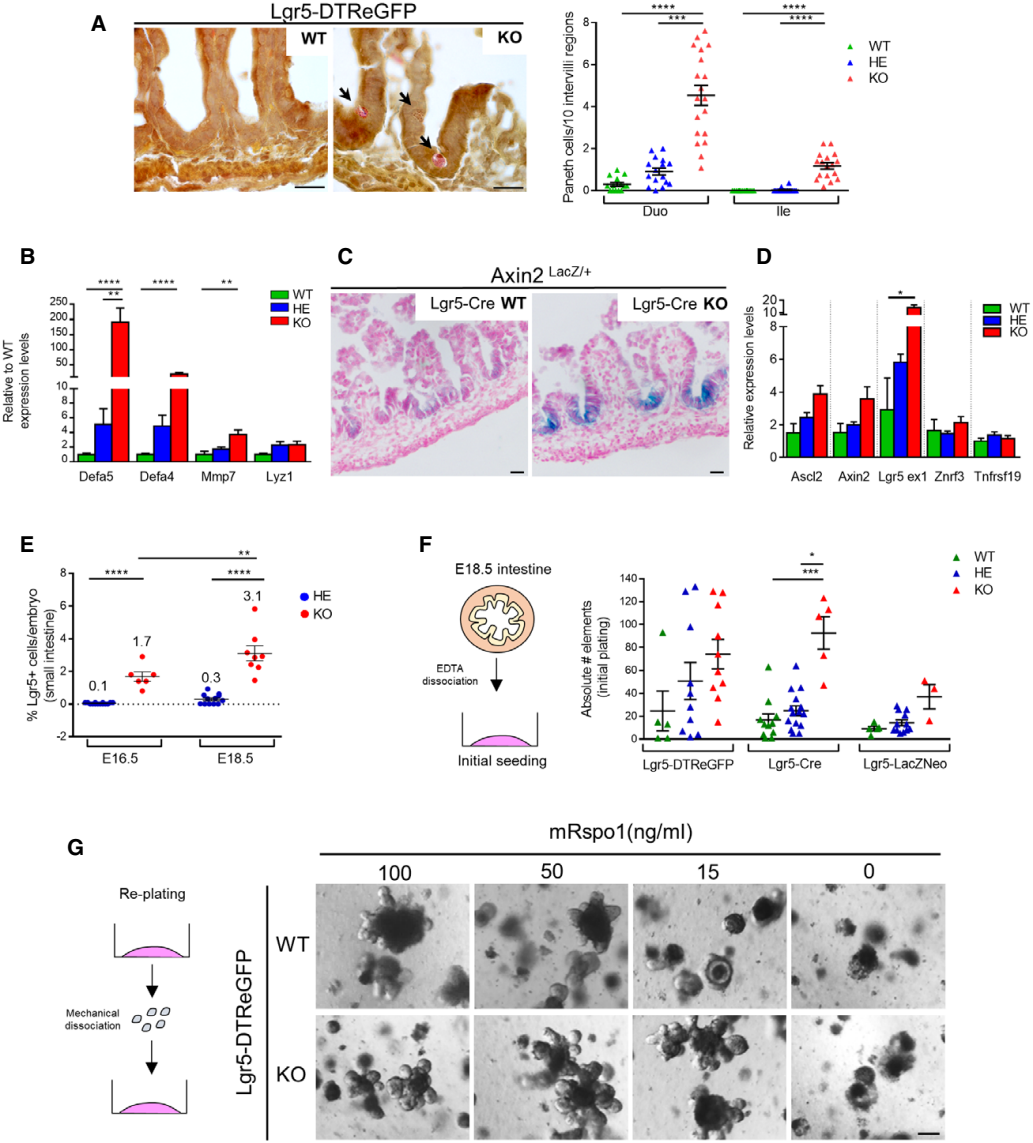
Lgr5 deficiency induces early Paneth cell differentiation and stem cell expansion in the small intestine at E18.5 Paneth cell quantification on Lgr5‐DTReGFP duodenum (Duo) and ileum (Ile). Left panel: Representative images of Lendrum's staining that evidence Paneth cell granules. Arrows show differentiated Paneth cells. Right panel: Quantification of the Paneth cells per 10 intervillus regions. Each symbol indicates the value for a given embryo.Expression analysis by qRT–PCR of the indicated Paneth cell markers in Lgr5‐DTReGFP ileums (*n* = 8 WT, 12 HE, 10 KO).X‐gal staining in Axin2^Lac/+^‐Lgr5‐GFP‐CreERT2 WT or KO ileums.Gene expression analysis by qRT–PCR of stem cell markers in Lgr5‐DTReGFP ileums (*n* = 3 WT, 6 HE, 6 KO).FACS quantification of the number of eGFP^+ve^ (ISC) cells per small intestine at the indicated developmental stages in Lgr5 HEs and Lgr5 KOs. Each symbol indicates the value for a given embryo. Mean value for each group is depicted on the graph.Plating efficiency of ex vivo cultured E18.5 small intestines quantified 6 days after initial seeding. Each symbol indicates the value for a given embryo.Influence of mouse Rspondin 1 concentration on growth of replated Lgr5‐DTReGFP WT and Lgr5 KO organoids after 5 days of culture.Data information: Scale bars, 20 μm (A, C) and 50 μm (G). Data are represented as means ± SEM. *P < 0.05; **P < 0.01, ***P < 0.001; ****P < 0.0001 by Kruskal–Wallis test followed by Dunn's multiple comparison test (A, B, D, F) and two‐way ANOVA followed by Tukey's multiple comparisons test (E).

In attempts to reduce *in vivo* the excessive Wnt signaling tone observed in Lgr5 KO embryos, we treated pregnant females (Lgr5‐DTReGFP and Lgr5‐GFP‐Cre^ERT2^ strains) with the orally administrable Wnt inhibitor LGK974. This inhibitor of the acyl transferase Porcupine (which alters Wnt ligand secretion) restores normal Wnt levels in tumor‐bearing mice without affecting highly proliferative tissues such as the intestine 27. Pilot experiments demonstrated that the compound efficiently crosses the placenta but that its administration before embryonic stage E11.5 can affect normal embryonic development (Fig EV2A). Then, we tested two different administration windows for daily oral gavage (dose of 3 mg/kg/day), i.e., starting before (E13‐E15) or during (E15‐E17) the onset of Wnt‐mediated cytodifferentiation (Fig 2A). Administration of LGK974 between E15‐E17, but not earlier, reduced Paneth cell differentiation in Lgr5 KOs as compared to control levels (Figs 2B and EV2B). The treatment reduced expression of Wnt target genes (*Axin2*,* Ascl2*,* Lgr5 ex1*) and the ISC pool (as quantified with the Olfm4 marker) within the IV region without significantly altering expression of other reported stem cell markers (*Hopx*,* Tert*) (Figs 2C–E and EV2C). LGK974 administration also induced downregulation of the Paneth cell marker *Defa5* but not that of other cell lineages markers (Figs 2E and EV2C and D). In a converse series of experiments, attempts to upregulate Wnt/β‐catenin signaling in *Lgr5*‐expressing stem cells between E15‐E17 by a genetic approach via deletion of the β‐catenin exon 3 (encoding the sequences targeting the protein for proteasome degradation 28) exacerbated the Paneth cell differentiation phenotype in Lgr5 KO embryos as compared to Lgr5 HEs (2.29 ± 0.33 versus 1.15 ± 0.22 Paneth cells/10 intervilli, respectively; *P* = 0.0317) (Fig EV2E). Together, these rescue experiments further strengthened the notion that the Lgr5 receptor is involved in negative regulation of the Wnt/β‐catenin activity at the onset of cytodifferentiation in the embryonic intestine.

**Figure EV2:**
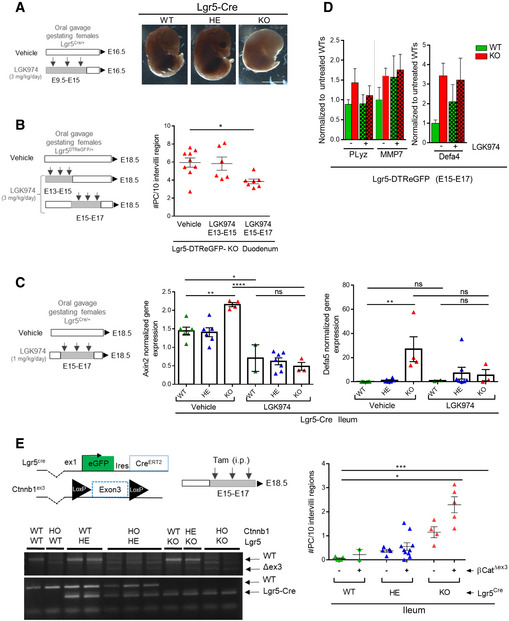
In utero inhibition of Wnt activity counteracts early Paneth cell differentiation induced by Lgr5 deficiency Gestating Lgr5‐Cre heterozygous females were vehicle‐ or LGK974‐treated by oral gavage between E9.5 and E15 at the indicated dose. Global morphological analysis of whole embryos was done at E16.5.Gestating Lgr5‐DTReGFP heterozygous females were vehicle‐ or LGK974‐treated by oral gavage between E13‐E15 or E15‐E17 at the indicated dose. Duodenum of treated Lgr5‐DTReGFP KO embryos was analyzed at E18.5 for Paneth cell differentiation. Each symbol indicates the value for a given embryo.Gestating Lgr5‐Cre heterozygous females were vehicle‐ or LGK974‐treated by oral gavage between E15 and E17 at the indicated dose. Gene expression analysis of stem cell (Axin2) and Paneth differentiation (Defa5) markers was performed at E18.5 in ileums of Lgr5‐Cre embryos by qRT–PCR. Each symbol indicates the value for a given embryo.Gene expression analysis of Paneth differentiation markers was performed at E18.5 in ileums of Lgr5‐DTReGFP embryos by qRT–PCR (vehicle‐treated: 7 WT and 7 KO; LGK974‐treated: 3 WT and 6 KO).Gestating females were intra‐peritoneally injected with tamoxifen between E15 and E17. Left panel: Recombination of floxed b‐catenin exon 3 (Δex3) was verified by PCR on ileums of embryos. Genotypes of embryos for b‐catenin (Ctnnb1) and Lgr5 loci are indicated. Right panel: Ileums of embryos were analyzed at E18.5 for Paneth cell differentiation by Lendrum staining. Each symbol indicates the value for a given embryo.Data information: Scale bar, 500 μm. Data are represented as means ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 by Kruskal–Wallis test followed by Dunn's multiple comparison test (B, E) and two‐way ANOVA followed by Tukey's multiple comparison test (C, D).

**Figure 2:**
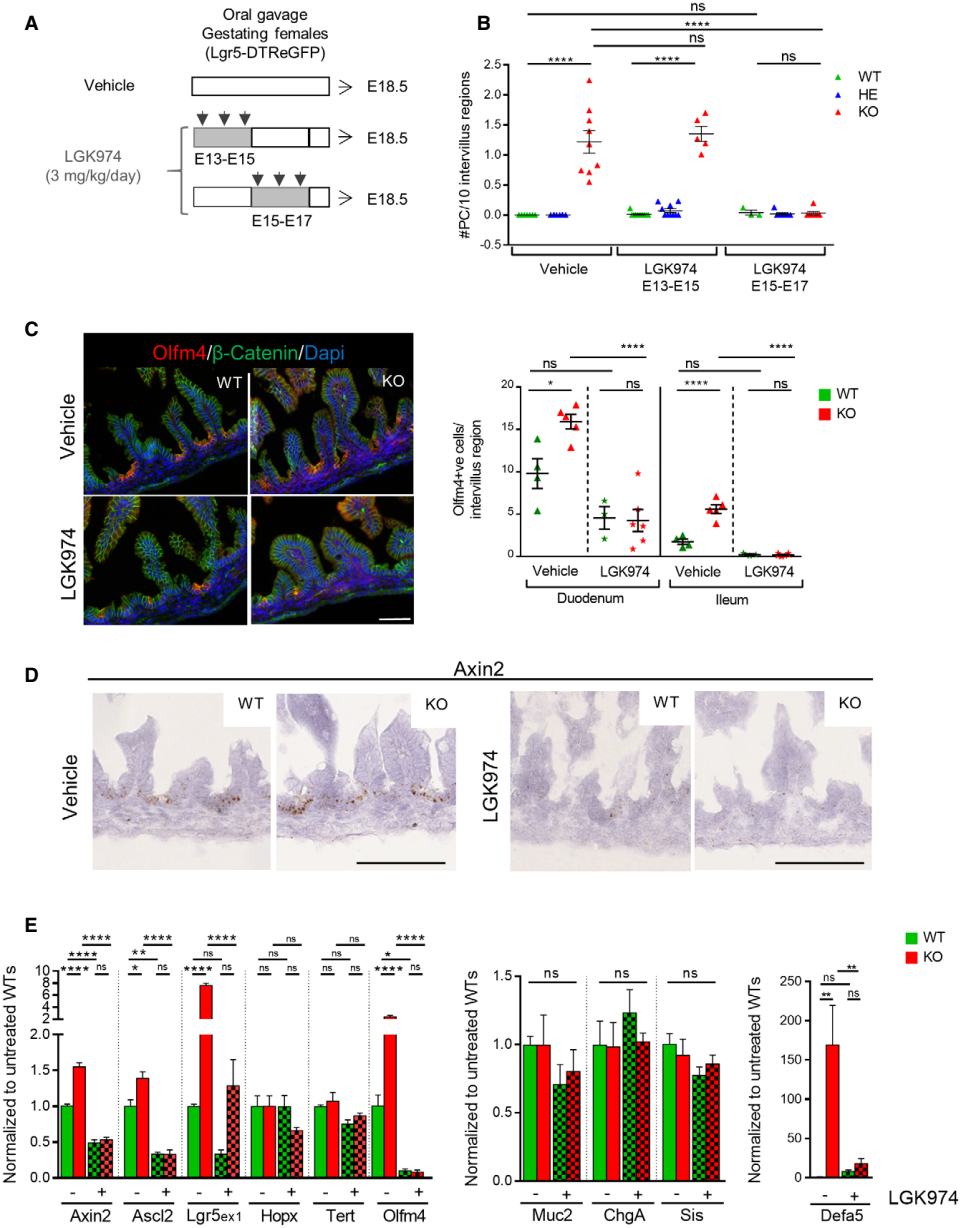
In utero inhibition of Wnt activity counteracts early Paneth cell differentiation induced by Lgr5 deficiency Design of the experiment. Gestating Lgr5‐DTReGFP females were vehicle‐ or LGK974‐treated by oral gavage between E13‐E15 or E15‐E17. Small intestines of treated embryos were analyzed at E18.5.Paneth cell quantification on Lgr5‐DTReGFP ileums. Each symbol indicates the value for a given embryo.Immunofluorescence showing Olfm4^+ve^ cells in Lgr5‐DTReGFP duodenums. Cell membranes are shown with b‐catenin, and nuclei were counterstained with DAPI. Quantification of Olfm4^+ve^ cells per intervillus regions in duodenum and ileum. Each symbol indicates the value for a given embryo.Axin2 expression levels detected by RNAscope on Lgr5‐DTReGFP proximal intestine.Gene expression analysis by qRT–PCR of stem cell and differentiation markers in Lgr5‐DTReGFP ileums (vehicle‐treated: 7 WT and 7 KO; LGK974‐treated: 3 WT and 7 KO).Data information: scale bars, 50 μm (C) and 100 μm (D). Data are represented as means ± SEM. ns not significant, *P < 0.05; **P < 0.01; ****P < 0.0001 by two‐way ANOVA followed by Tukey's multiple comparisons test (B, C, E).

### Postnatal Lgr5 ablation in ISCs alters stem cell fate towards the Paneth cell lineage

To determine whether the phenotype observed in Lgr5‐deficient embryos could be reproduced postnatally (PN) when the Paneth cells normally emerge in control tissues, we generated conditional deficient‐Lgr5 mice (cKO). These mice are double heterozygous Lgr5^GFP‐CreERT2/flox^ in which cre‐mediated deletion of Lgr5 exon 16 causes a frameshift and a null phenotype 1, 17. Following 3 consecutive tamoxifen injections to lactating females (PN days 6–8), we compared the fate of cKO Tom‐recombined cells to that of control heterozygous (HE) Lgr5^GFP‐CreERT2/+^/Rosa26R‐Tom littermates after 10 days of chase. No significant differences in terms of clone number were observed in Lgr5‐ablated Tom^+ve^ tissues as compared to controls, suggesting that stemness was preserved during this period of chase (Fig 3A and B). However, cKO PN18 Lgr5‐ablated Tom^+ve^ tissues exhibited a clear bias toward Paneth cell differentiation (Fig 3C). Such phenotype was observed in proximal and distal small intestines (Fig EV3A and B). When Lgr5 ablation was induced in adults already bearing a definitive number of Paneth cells in crypts, such phenotype was not observed, and no significant differences were detected in the proportion of traced clones (Fig 3C). Together, these data are consistent with the fact that loss of Lgr5 function in homeostatic adult tissues is not associated with an overt phenotype 17 whereas the absence of this receptor during prenatal and early postnatal stages impacts on stem cell fate.

**Figure 3:**
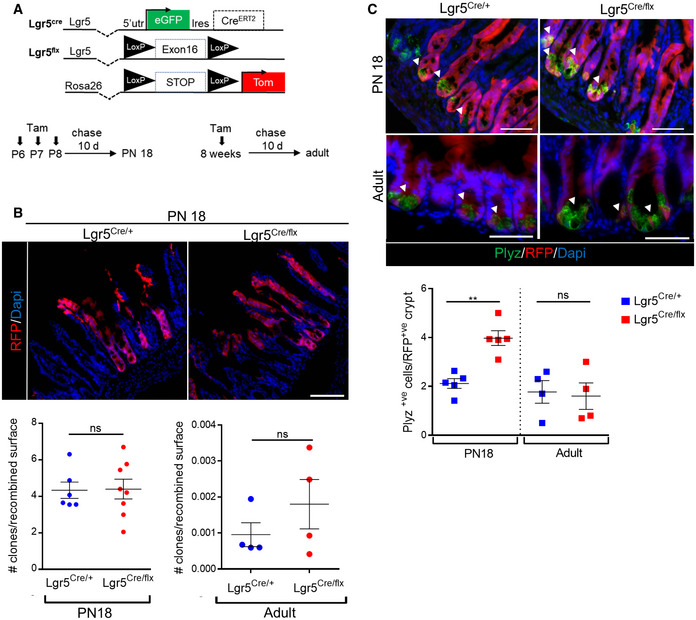
Postnatal Lgr5 ablation in ISCs alters stem cell fate toward the Paneth cell lineage Schematic representation of the genetic elements for lineage tracing and Lgr5 ablation during postnatal development and adult homeostasis and experimental design. Lactating females were tamoxifen (Tam)‐treated between PN 6 and PN 8. Small intestines of treated pups were analyzed 10 days after the last injection (PN 18); adult mice received one tamoxifen intra‐peritoneal injection, and intestines were analyzed 10 days later.Representative pictures of lineage tracing in Lgr5‐expressing or Lgr5 cKO intestine after 10 days of chase and quantification of the number of traced clones per recombined surface at PN18 (ileum). Each symbol indicates the value for a given mouse.Representative immunofluorescence pictures showing Paneth cells (Plyz^+ve^) in traced clones (RFP^+ve^) from control (Lgr5Cre/+) and cKO (Lgr5Cre/flox) PN18 and adult ileums. Arrowheads point to Plyz^+ve^ cells in traced clones. Quantification of the number of Paneth cell number per recombined RFP^+ve^ crypt on control and cKO ileums in PN18. Each symbol indicates the value for a given mouse.Data information: Scale bars: 100 μm (B) and 50 μm (C). Data are represented as means ± SEM. ns, not significant, **P < 0.01 versus controls by unpaired *t*‐test (B left –PN18) Mann–Whitney test (B right—adult, C).

**Figure EV3:**
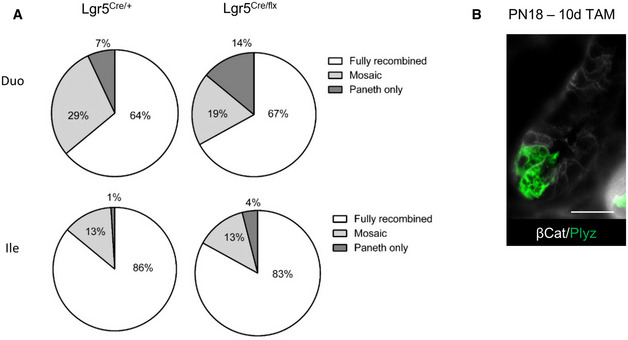
Postnatal Lgr5 ablation in ISCs alters stem cell fate toward the Paneth cell lineage Fate of RFP^+ve^‐traced clones in control (Lgr5‐^Cre/+^) and cKO (Lgr5‐^Cre/flx^) at postnatal day 18 (PN18) after 10 days of chase. The proportion of fully recombined and mosaic RFP^+ve^ crypt/villus units as well as RFP^+ve^ cells only labeling Paneth cells is indicated for the duodenum and ileum of controls and cKOs (*n* = 5 for each genotype).Representative immunofluorescence picture showing Paneth cells (Plyz marker) in co‐staining with the epithelial cell membrane marker b‐catenin in a control (Lgr5^Cre/+^) at PN18 in ileum 10 days after tamoxifen injection. Scale bar, 50 μm.

### Lgr5 controls extracellular matrix autocrine production in stem cells

To investigate the molecular pathways altered by Lgr5 deficiency, we analyzed the transcriptomic profile of fluorescence‐activated cell sorting (FACS)‐isolated GFP^+ve^ ISC precursors from Lgr5‐DTReGFP HEs and KOs at E16.5 [2 independent pools of Lgr5 HEs (*n* = 7 and 8) and Lgr5 KOs (*n* = 2 and 6)] (Dataset EV1). 

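RNA of GFP+ve cells sorted from the E16.5 small intestine of Lgr5-DTReGFP embryos was sequenced in 4 libraries, each made from a pool of embryos. In this mouse line, a cassette coding for the diphtheria toxin receptor fused to eGFP is knocked in at the Lgr5 locus and disrupts it. The authors mapped the reads to GRCm38 with STAR, counted them on Ensembl genes with HTSeq and deposited the counts scaled to the library total (CPM), rounded up to the next 0.05.
The steps between the deposited values give the number of reads counted on genes, 1275949 and 1982484 in the HE pools and 2611302 and 2518808 in the KO pools. Values were taken as log2(CPM + 1), and the 17276 genes with at least 1 CPM in at least 2 pools were tested with limma (linear model and moderated variance with a trend on the mean), with Benjamini-Hochberg adjustment. A gene was called at an FDR of 0.1 and a fold change above 1.5, as in the paper. With the added 1, log2 fold changes of genes of a few CPM come out smaller than the ratio of their CPM.
Gene sets were compared with all other genes by camera, the set test of limma, at an assumed correlation between genes of 0.01, and p was adjusted over the 72 set tests of the 3 comparisons of sorted cells. With 2 pools per genotype, the spread within a genotype rests on few samples. Pools with the same number come from the same litter, and litter was not part of this model.
Lgr5 (ENSMUSG00000020140, chromosome 10 of GRCm38, 115450311 to 115587780, minus strand) was at 104.25 and 125.1 CPM in the HE pools and at 64.75 and 51.65 CPM in the KO pools, a log2 fold change of -0.97 (standard error 0.18, limma adjusted p = 0.0795). The X-linked transcript Xist (ENSMUSG00000086503) was at 1103.5 and 638.6 CPM in the HE pools, at 1.55 CPM in KO pool 1 and at 1224 CPM in KO pool 2, so KO pool 1 holds male embryos by this measure while the other pools are mixed for Xist and the Y-linked Ddx3y.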

At this developmental stage, potential impact of Paneth cells was excluded based on Lendrum's stainings. Moreover, the gating strategy based on doublets exclusion further limited potential contamination of sorted ISCs with any other cell type (Fig EV4A). 

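Of the genes tested between KO and HE pools at E16.5, 91 were called, 15 higher and 76 lower in KO, and 2354 genes had an unadjusted p under 0.05. KO values lay wholly above or wholly below the HE values for 46.0% of the tested genes, where chance gives 33.3% with 2 pools against 2.
The largest falls among the called genes were those of Cybb (ENSMUSG00000015340, chromosome X, 9435252 to 9487771), from 23.2 ± 14.9 CPM (SD, n = 2) to 1.8 ± 1.41, a log2 fold change of -3.06 (standard error 0.54, limma adjusted p = 0.0701), of Trem1 (ENSMUSG00000042265, chromosome 17, 48232768 to 48246924), from 6.08 ± 1.45 CPM to 0 in both KO pools, and of Gm37082 (ENSMUSG00000102850, chromosome 9, 32535251 to 32537177), from 4.9 ± 0.212 CPM to 0 in both.
The largest rises were those of Defa29 (ENSMUSG00000074437, chromosome 8, 21325887 to 21327020; log2 fold change 2.09, limma adjusted p = 0.0896), of Gm4735 (ENSMUSG00000064193, chromosome 2, 80837141 to 80838442; 1.82, limma adjusted p = 0.0674) and of Ccl9 (ENSMUSG00000019122, chromosome 11, 83572919 to 83578636; 1.40, limma adjusted p = 0.0909). Defa29 is a defensin, and its value is uncertain because defensin genes share near-identical sequence that read counting can split or drop. All 5 Paneth cell genes of Fig EV5D were higher in KO, by 1.34 on average (camera in limma, adjusted p = 7.70e-05). By a split made after the results were seen, their rise was 2.02 in pools 1 and 0.66 in pools 2. That set also holds defensin genes. The paper excluded an impact of Paneth cells at this stage by Lendrum's staining, not by RNA.
Dataset EV1 lists 88 of the 91 called genes. Among the alternatives the count ranged from 0 to 830. It was 0 with every gene with a nonzero pool tested (2745 at an unadjusted p under 0.05) and 776 in the fit of all 15 libraries of sorted cells. The litter as a block gave 830, with 269 higher and 561 lower, of which Dataset EV1 lists 459. Deviations of pools from the same litter did not correlate above 0 (-0.0324). On the read numbers recovered from the CPM, the quasi-likelihood test of edgeR called 354 of 12453 genes.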

RNAseq on these samples identified 487 differentially expressed genes (96 upregulated/391 downregulated) in Lgr5 KOs versus HEs (false discovery rate FDR 0.1 and fold change FC above 1.5) (Fig 4A and B). Lgr5 deficiency was strikingly associated with de‐enrichment in the Epithelial–Mesenchymal Transition Gene dataset (47 genes modulated out of 200 genes in the EMT dataset, *P* value 4.e^−60^) reminiscent of profound reorganization of the matrisome with significant reduction in extracellular matrix (ECM) structural constituents, including collagen fibrils, in Lgr5‐deficient ISC precursors (Fig 4B and C). 

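The ECM was examined through 12 gene families named in the Discussion, taken whole by symbol so that members were not picked by their change. The Discussion names these families because they fall in the same E16.5 data, so the test at E16.5 is in part circular. At E16.5, 60 of the 72 tested genes of these families were lower in KO and 12 higher, with a mean log2 fold change of -0.998 (camera in limma, adjusted p = 3.42e-18). The family mean was 4.17 ± 0.618 (SD, n = 2) on the log2(CPM + 1) scale in HE pools and 3.17 ± 0.471 in KO pools. Among the genes called lower, 5 were ECM family genes, more than their share among the tested genes (Fisher's exact test, two-sided p = 1.60e-05).
All 19 genes shown in Fig 4C were lower in KO, by -1.84 on average (camera in limma, adjusted p = 2.57e-23). They were shown in the paper because they changed, so their test has no independent weight.
Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) fell from 490 ± 243 CPM (SD, n = 2) to 119 ± 74.1 (log2 fold change -2.10, standard error 0.40, limma adjusted p = 0.0825), and Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200) from 147 ± 61.2 to 48.3 ± 23.3 CPM (-1.61, limma adjusted p = 0.0993). Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) fell from 295 ± 198 to 74.4 ± 55.9 CPM (-2.02, standard error 0.51, limma adjusted p = 0.147) and was not called. With the litter as a block, voom weights, TMM scaling or the quasi-likelihood test of edgeR, Col1a1 was called.
The 28 tested mesenchymal marker genes that code for no matrix protein were lower in KO as well, all 28 of them. The ECM mean stayed between -1.41 and -0.56 when each pool was left out in turn. Most of the fall lies in 1 litter, by a split made after the results were seen. KO minus HE was -1.77 between the pools numbered 1, with 65 of the 72 genes lower, and -0.23 between the pools numbered 2, with 49 lower.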

In accordance with ECM playing a role in development 29, these downregulated genes were also associated with tissue development, morphogenesis, and regulation of cell migration (Fig 4C). Coherent with evolution of precursor ISCs toward a more mature stage over time, epithelial expression of ECM components was detected in fetal but not in adult tissues (Fig 4C and D, Table EV1). Note that decreased expression of ECM markers in Lgr5 E16.5 KOs as compared to WTs could not be visualized by RNAscope, likely due to low expression levels in a limited pool of ISCs. To further test this hypothesis, we compared the transcriptomes of E18.5 embryos and adult Lgr5 HE ISCs (Dataset EV2). 

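GFP+ve cells of the Lgr5-DTReGFP line were also sorted from 2 single E18.5 HE embryos and from the duodenum and the ileum of 2 adult HE mice of 2 months, giving 2 embryonic and 4 adult libraries. Their CPM, made by the authors in the same way, came from 4336396 and 4565898 reads counted on genes at E18.5 and from 4111160 to 5606648 in the adult. The 4 adult libraries were compared with the 2 embryonic libraries as a single group, as in Dataset EV2, although the duodenum and ileum of a mouse are not independent (deviations of their genes from the group means correlated at 0.248 across genes). The filter of 1 CPM in at least 2 libraries left 19554 genes.
Lgr5 was at 299 ± 9.65 CPM (SD, n = 2) at E18.5 and at 337 ± 20.5 CPM (SD, n = 4) in the adult, a log2 fold change of 0.17 (limma adjusted p = 0.298). By Xist and the Y-linked Ddx3y, 1 E18.5 embryo was male and 1 female, and both adult mice were male.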

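Between E18.5 and adult HE cells, 34 of the 60 tested ECM family genes were lower in the adult and 26 higher, with a mean log2 fold change of -0.51 (camera in limma, adjusted p = 0.00632). By calls of single genes, 23 of the 60 were lower in the adult (Fisher's exact test, two-sided p = 2.65e-09). Another 8 were higher (p = 0.267 by the same exact test), so the families moved in both directions with more genes falling. With only genes of a mean of at least 10 CPM, which left 10 genes of these families, the mean was 0.90, the opposite direction.
The 19 genes of Fig 4C were all called lower in the adult, from a mean of 2.71 ± 0.0784 (SD, n = 2) on the log2(CPM + 1) scale to 0.45 ± 0.0776 (SD, n = 4), a mean log2 fold change of -2.27 (camera in limma, adjusted p = 6.85e-15). They were chosen in the paper as genes that fall in this comparison and at E16.5, so neither their common direction nor this p has independent weight. Col1a1 was at 21.6 ± 3.04 CPM at E18.5 and at 0.363 ± 0.317 in the adult (-4.07, standard error 0.29, limma adjusted p = 2.21e-04). Vim (ENSMUSG00000026728, chromosome 2, 13573927 to 13582826), which codes for vimentin, an intermediate filament protein used as a mesenchymal marker, fell from 10.0 ± 0.106 to 1.85 ± 1.09 CPM (-2.02, limma adjusted p = 0.00759).
Of the 14 tested mesenchymal markers that code for no matrix protein, 9 were lower in the adult and 5 higher. Their mean log2 fold change was -1.37 (camera in limma, adjusted p = 0.00114), with 9 called lower and 0 called higher.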

Stem cell maturation was associated with downregulation of EMT processes with decreased expression of ECM‐associated genes (Figs 4B–D and EV4B). Moreover, in agreement with the study of Navis *et al* 30 investigating transcriptomic changes during suckling‐to‐weaning transition, maturation also involved metabolic changes in ISCs (Fig EV4B).

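Among the genes of digestion and amino acid metabolism, Lct (ENSMUSG00000026354, chromosome 1, 128284756 to 128328318), which codes for lactase, fell from 284 ± 62.2 CPM (SD, n = 2) at E18.5 to 15.1 ± 18.1 CPM (SD, n = 4) in the adult, a log2 fold change of -5.13 (standard error 1.16, limma adjusted p = 0.0244). Ass1 (ENSMUSG00000076441, chromosome 2, 31470207 to 31520672), which codes for argininosuccinate synthase, fell from 162 ± 7.28 to 5.51 ± 2.83 CPM (-4.78, standard error 0.44, limma adjusted p = 6.74e-04).
Sis (ENSMUSG00000027790, chromosome 3, 72888557 to 72967863), which codes for sucrase-isomaltase, rose from 7.15 ± 3.89 to 66.7 ± 43.4 CPM (2.89, standard error 0.60, limma adjusted p = 0.0180). Arg2 (ENSMUSG00000021125, chromosome 12, 79130777 to 79156301), which codes for arginase 2, rose from 3.03 ± 1.31 to 23.4 ± 21.5 CPM (2.05, standard error 0.89, limma adjusted p = 0.164), a difference of the size of the spread among the adult libraries. With the duodenum libraries alone as the adult group, Arg2 passed the limits.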

**Figure EV4:**
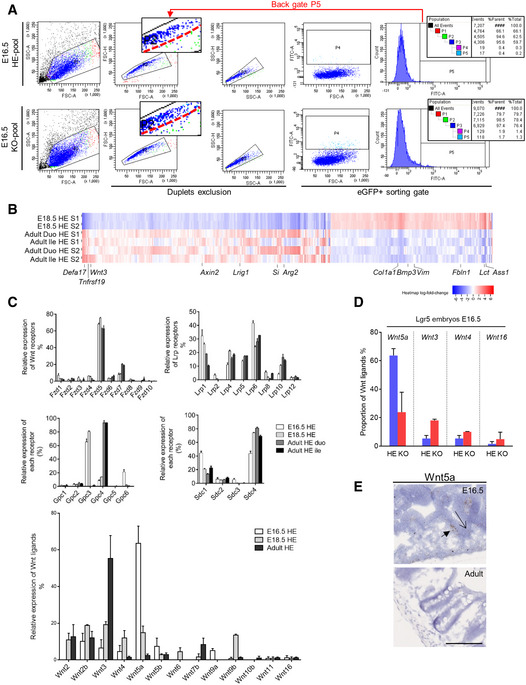
Transcriptome analysis of Lgr5 ISC precursors in adults Representative FACS plots showing gating strategy used for sorting experiments (Lgr5‐DTReGFP E16.5). Back gate for eGFP+ sorted cells (visualized as cyan dots) shows high stringency for duplets exclusion (depicted by a red dashed line).ISC (eGFP^+ve^) cells from Lgr5‐DTReGFP embryonic E18.5 and adult stages were sorted by FACS and subjected to RNAseq analysis. Heatmap of differentially regulated genes (fold change × 1.5, FDR 0.1) in E18.5 HE as compared to adult ISCs from duodenum (Duo) and ileum (Ile). Selected genes are evidenced. Highlighted genes: Wnt‐related genes (Wnt3, Axin2), differentiation markers (Defa17, Si), extracellular matrix‐related genes (Col1a1, Vim), and metabolic‐related genes (Lct, Ass1).Graphs showing relative expression levels of the Wnt ligands and Wnt receptors/co‐receptors (Fzd, Lrp, Gpc, Sdc) at different developmental stages E16.5, E18.5, and adult HEs based on the RNAseq data.Graph showing relative proportion of the main Wnt ligands expressed in Lgr5 KOs and HEs at E16.5.Expression of the Wnt ligand Wnt5a in normal embryonic and adult small intestines by RNAscope. The arrows show Wnt5a‐expressing cells localized in stroma and epithelium in E16.5 embryos.Data information: Scale bar, 100 μm. Biological replicates for RNAseq experiments on ISC (B, C, D): Lgr5‐DTReGFP E16.5 independent embryonic pools (*n* = 2 HE, 2 KO); Lgr5‐DTReGFP E18.5 individual embryos (*n* = 2 HE depicted as S1 and S2 in panel B), and Lgr5‐DTReGFP adult individual animals (*n* = 2 HE depicted as S1 and S2 in panel B).

**Figure 4:**
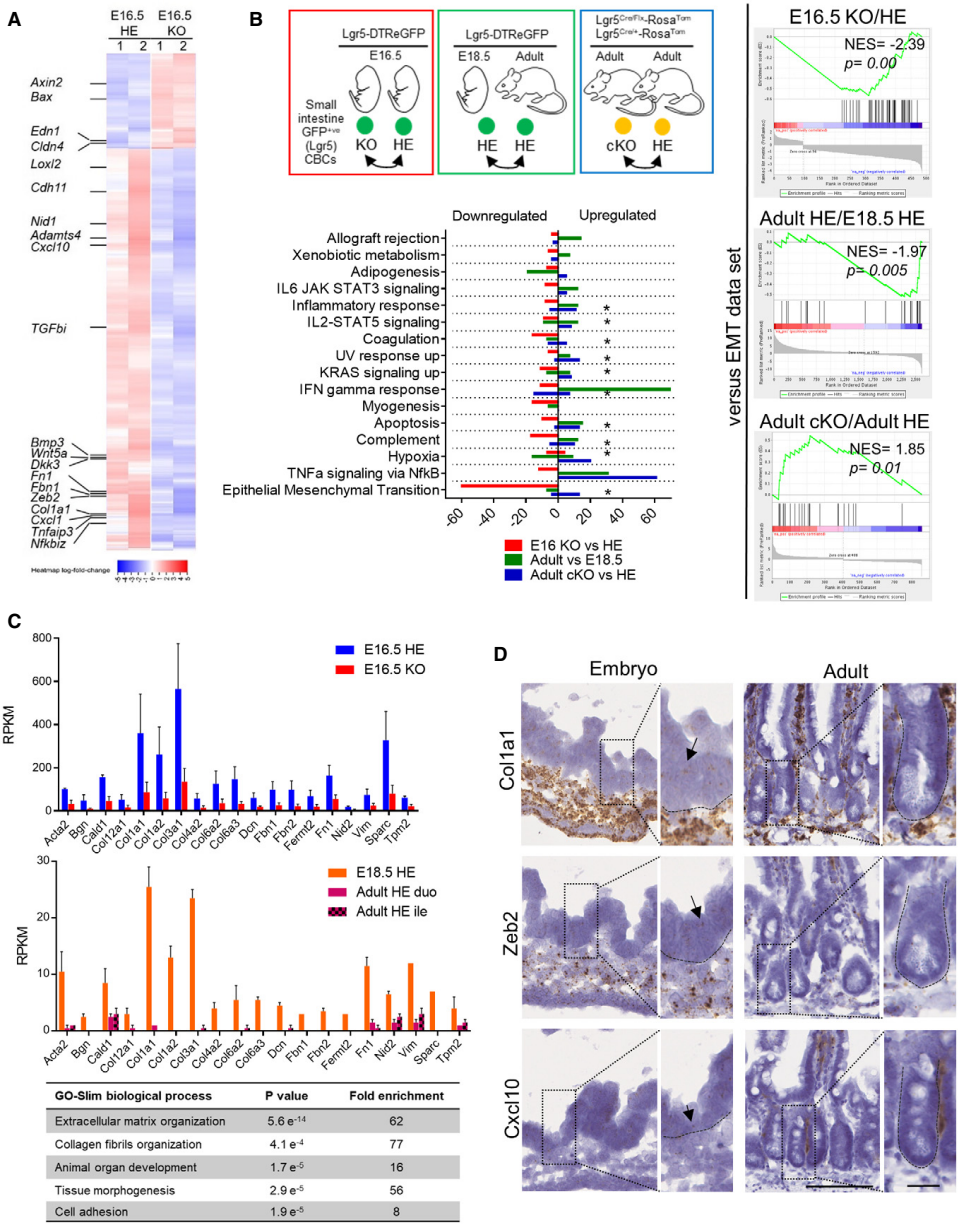
Transcriptome analysis of Lgr5‐deficient ISC precursors ISC (eGFP^+ve^) cells were FACS‐sorted from Lgr5‐DTReGFP embryos at E16.5 and subjected to RNAseq analysis. Heatmap of differentially regulated genes in HE and KO ISCs at E16.5.Compared Hallmarks for upregulated and downregulated genes in the transcriptome of E16.5 Lgr5 KOs versus E16.5 HEs, adult HEs versus E18.5 HE embryos, and adult Lgr5‐Cre cKO versus HEs. Asterisks refer to given pathways for which differentially modulated genes were found upregulated and downregulated. Right panels: GSEA showing enrichment of the epithelial to mesenchymal transition (EMT) dataset in E16.5 Lgr5 KOs versus E16.5 HEs, adult HEs versus E18.5 HE embryos, and adult Lgr5 cKO versus adult HE modulated genes. NES: Normalized Enrichment Score.Expression levels of genes commonly downregulated in ISCs of Lgr5 KOs versus Lgr5 HEs at E16.5 and Lgr5 adult versus E18.5 HEs. RPKM: reads per kilobase of transcript per million mapped reads. Below: Gene Ontology analysis of downregulated genes identified in the Epithelial–Mesenchymal Transition Gene Set (Hallmark MSigDB collection).Expression profile of Col1a1, Zeb2, and Cxcl10 genes detected by RNAscope in embryonic and adult intestines. Insets with higher magnification are depicted on the right of each corresponding picture, boundaries between epithelium and mesenchyme are shown with dotted lines, and arrows point to epithelial expression.Data information: Scale bars, 100 and 20 μm for the insets. Biological replicates for RNAseq experiments on ISC (A, B, C): Lgr5‐DTReGFP E16.5 independent embryonic pools, each obtained from independent litters (*n* = 2 HE, 2 KO); Lgr5‐DTReGFP E18.5 individual embryos (*n* = 2 HE) and Lgr5‐DTReGFP adult individual animals (*n* = 2 HE); and Lgr5‐Cre/flox adult individual animals (*n* = 2 HE, 3 cKO). Data are represented as means ± SEM (C).

Transition from a mesenchymal to an epithelial phenotype is controlled by various signaling pathways 31. Consistent with an involvement of the Wnt/β‐catenin pathway, Lgr5 E16.5 KO GFP^+ve^ ISCs exhibited upregulation of the *Axin2*,* Bax,* and *Edn1* target genes (Fig 4A). 

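Axin2 (ENSMUSG00000000142, chromosome 11, 108920349 to 108950783) rose from 106 ± 23.3 CPM (SD, n = 2) in HE pools to 199 ± 8.66 CPM in KO pools, a log2 fold change of 0.92 (standard error 0.17, limma adjusted p = 0.0795). Bax (ENSMUSG00000003873, chromosome 7, 45461697 to 45466898) rose from 9.47 ± 2.30 to 23.6 ± 0.318 CPM (1.25, standard error 0.30, limma adjusted p = 0.129). Edn1 (ENSMUSG00000021367, chromosome 13, 42301476 to 42307990) rose from 58.9 ± 19.8 to 113 ± 29.9 CPM (0.94, standard error 0.25, limma adjusted p = 0.154). Every KO pool was above every HE pool for these 3 genes, and only Axin2 passed the FDR of 0.1.
Bax passed it with the quasi-likelihood test of edgeR (adjusted p = 0.0905), and Edn1 with voom weights in limma (adjusted p = 0.0726). Both were called with the litter as a block. Of the 21 tested genes of the Wnt target set of Fig 6C, 18 were higher in KO, with a mean log2 fold change of 0.38 (camera in limma, adjusted p = 7.70e-05). General epithelial markers rose by as much, 0.39, with 15 of 17 higher (camera in limma, adjusted p = 8.36e-07), and 15 ISC markers by 0.43. The rise of the Wnt set therefore cannot be told apart from a larger share of epithelial cells among the sorted KO cells.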

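Fzd5 (ENSMUSG00000045005, chromosome 1, 64730558 to 64737751) had the highest mean CPM of the Frizzled genes in each of 4 groups (E16.5 HE, E16.5 KO, E18.5 HE and adult duodenum and ileum HE) and Fzd7 (ENSMUSG00000041075, chromosome 1, 59482424 to 59486955) the second highest. Lrp6 (ENSMUSG00000030201, chromosome 6, 134446476 to 134566965) was above Lrp5, the other Wnt co-receptor, in all 4. Of all Lrp genes of Fig EV4C it had the highest CPM except at E18.5, where Lrp1 had 177 ± 10.1 CPM (SD, n = 2) against 165 ± 7.60 for Lrp6.
Between HE and KO pools at E16.5, Fzd5 was at 200 ± 16.1 (SD, n = 2) and 219 ± 2.40 CPM (log2 fold change 0.14, limma adjusted p = 0.696), Fzd7 at 23.3 ± 4.14 and 29.3 ± 5.69 CPM (0.32, limma adjusted p = 0.605) and Lrp6 at 210 ± 24.8 and 245 ± 2.65 CPM (0.23, limma adjusted p = 0.497).
From E18.5 to the adult, Fzd5 fell from 296 ± 15.1 to 155 ± 27.6 CPM (SD, n = 4), a log2 fold change of -0.95 (standard error 0.18, limma adjusted p = 0.0117) that passed the limits. Fzd7 went from 32.6 ± 3.25 to 48.6 ± 8.89 CPM (0.55, limma adjusted p = 0.102, and 0.0739 with the TMM scaling of edgeR). Lrp6 in the adult was at 178 ± 15.9 CPM (0.10, limma adjusted p = 0.617).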

While relative levels of the most expressed Wnt Frizzled (Fzd5 and Fzd7) and Lrp co‐receptors (Lrp6) were not significantly changed by the developmental stage of ISCs or the Lgr5 expression level (HE or KO), expression of Wnt ligands varied over time (Fig EV4C and D). Indeed, expression of the non‐canonical Wnt5a ligand, predominant in HE ISCs at E16.5 (in agreement with data from 13), progressively dropped at a later prenatal stage (E18.5) and adulthood whereas expression of the canonical Wnt3 ligand increased in ISCs during the same period (Fig EV4C–E). 

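The CPM of the 19 mouse Wnt genes were summed in each of the 10 libraries from E16.5 pools, E18.5 embryos and adult duodenum and ileum, and the share of each ligand in that sum was taken. Wnt5a (ENSMUSG00000021994, chromosome 14, 28504750 to 28527448) made up 63.7% ± 6.79 (SD, n = 2) of the sum in HE pools at E16.5, 14.7% ± 7.17 (SD, n = 2) in HE embryos at E18.5 and 11.8% ± 14.4 (SD, n = 4) in the adult, where single libraries ranged from 1.02% to 32.8%. Wnt3 (ENSMUSG00000000125, chromosome 11, 103774150 to 103817957) made up 5.37% ± 3.02, 17.0% ± 0.281 and 45.0% ± 19.2 in the same groups.
Few reads lie behind these shares. HE pool 1 at E16.5 held 27 reads on Wnt genes, 16 of them on Wnt5a (58.9%, 95% Wilson interval 40.7 to 75.5%), and HE pool 2 held 33, of which 23 on Wnt5a (68.5%, 52.7 to 82.6%). Wnt3 had 2 reads in pool 1 (7.51%, 2.06 to 23.4%) and 1 in pool 2 (3.24%, 0.537 to 15.3%). The intervals cover counting error only.
Between E18.5 and the adult, Wnt3 rose from 1.73 ± 0.530 to 13.3 ± 12.1 CPM (log2 fold change 2.07, standard error 0.62, limma adjusted p = 0.0615). Wnt5a was at 1.38 ± 0.247 CPM at E18.5 and at 2.53 ± 2.77 CPM in the adult (0.27, standard error 0.62, limma adjusted p = 0.814), and the libraries of both stages overlapped. With CPM divided by the exon length of each gene, the share of Wnt5a at E16.5 was 43.6%, the largest change among the alternatives.

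**Figure D1:**
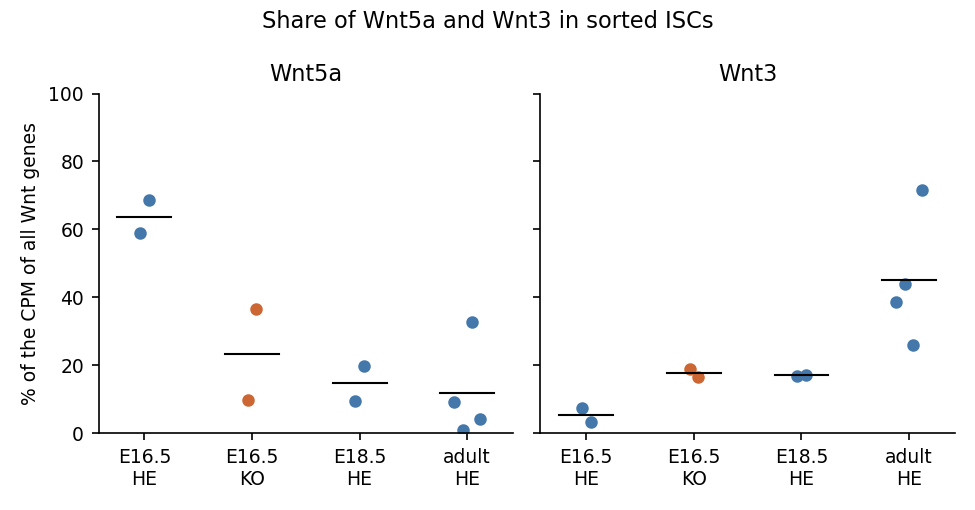
Share of Wnt5a (left) and Wnt3 (right) in the summed CPM of all Wnt genes, in percent, for 10 libraries of sorted cells (points) with group means (lines); blue is HE and orange KO, and the 5 adult Cre libraries are not included. The 2 HE pools of E16.5 have the highest Wnt5a shares of the 10, and the 4 adult libraries spread from 26.1% to 71.5% for Wnt3.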

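In KO pools at E16.5, Wnt5a made up 23.2% ± 19.0 (SD, n = 2) of the summed CPM of the Wnt genes and Wnt3 17.8% ± 1.58. KO pool 1 held 21 reads on Wnt genes, 2 of them on Wnt5a (9.76%, 95% Wilson interval 2.65 to 28.9%) and 4 on Wnt3 (18.9%, 7.67 to 40.0%). KO pool 2 held 30, with 11 on Wnt5a (36.7%, 21.9 to 54.5%) and 5 on Wnt3 (16.7%, 7.34 to 33.6%). For Wnt5a, the interval of KO pool 1 lies below those of both HE pools, while that of KO pool 2 overlaps both. All 4 intervals for Wnt3 overlap.
By gene, Wnt5a was at 12.1 ± 0.636 CPM in HE and 2.6 ± 2.55 CPM in KO pools (log2 fold change -2.07, standard error 0.54, limma adjusted p = 0.152). Wnt3 was at 1.07 ± 0.742 and 1.78 ± 0.318 CPM (0.46, limma adjusted p = 0.737), with overlapping pools. The fall of Wnt5a passed the FDR of 0.1 with voom weights (adjusted p = 0.0825), with TMM scaling (0.0904) and with the quasi-likelihood test of edgeR (0.0931). It was also called with the litter as a block.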

In Lgr5‐deficient ISCs, the Wnt5a‐to‐Wnt3 shift expression was detected at an earlier stage (E16.5) as compared to Lgr5 HEs pairs (Fig EV4D). In addition, the TGFβ pathway involved in EMT was found deregulated in the absence of the Lgr5 receptor with downregulation of *Bmp3* and *TGFβi* in E16.5 KOs as compared to HEs (Fig 4A). Moreover, whereas the TNFα/NFkB and IFNα/γ pathways involved in the inflammatory response were found upregulated during normal ISC maturation, these pathways, well known to crosstalk with the Wnt cascade in a complex way, appeared downregulated in E16.5 Lgr5‐null ISCs as compared to control E16.5 ISC HEs 32, 33 (Fig 4A and B). 

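Bmp3 (ENSMUSG00000029335, chromosome 5, 98854415 to 98884396) was at 26.9 ± 3.01 CPM (SD, n = 2) in HE and 7.25 ± 0.990 CPM in KO pools, a log2 fold change of -1.76 (standard error 0.30, limma adjusted p = 0.0677). Tgfbi (ENSMUSG00000035493, chromosome 13, 56609523 to 56639562) was at 41.8 ± 16.3 CPM in HE and 17.1 ± 10.1 CPM in KO pools, a log2 fold change of -1.31 (standard error 0.39, limma adjusted p = 0.201), and did not pass the FDR of 0.1 in this model, which leaves out litter. With the litter as a block, Tgfbi was called.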

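The inflammatory pathways were examined with lists of interferon-induced genes and of NF-kB target genes typed from general knowledge, which are not the MSigDB Hallmark lists. From E18.5 to the adult, all 62 tested interferon genes were higher, with a mean log2 fold change of 2.59 (camera in limma, adjusted p = 5.65e-22), and 24 of 36 tested NF-kB genes were higher, with a mean of 0.34 (adjusted p = 0.00670).
In E16.5 KO pools compared with HE pools, 30 of 47 tested interferon genes were lower, with a mean log2 fold change of -0.40 (camera in limma, adjusted p = 0.00141), and 34 of 44 tested NF-kB genes were lower, with a mean of -0.71 (adjusted p = 3.62e-09). The mean of each set was lower in both KO pools than in both HE pools. With each pool left out in turn, the interferon mean stayed between -0.57 and -0.23 and the NF-kB mean between -1.12 and -0.33. Within litters, a split made after the results were seen, the differences were unequal. KO minus HE was -0.74 for interferon and -1.21 for NF-kB genes between the pools numbered 1, and -0.07 and -0.22 between the pools numbered 2.
Of the genes shown in Fig 4A, Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) fell from 72.7 ± 33.6 CPM (SD, n = 2) to 16.1 ± 4.28 (-2.05, standard error 0.31, limma adjusted p = 0.0656), and Cxcl1 (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115) from 245 ± 165 to 60.3 ± 4.03 CPM (-1.82, limma adjusted p = 0.0909). Nfkbiz (ENSMUSG00000035356, chromosome 16, 55811375 to 55838899) and Tnfaip3 (ENSMUSG00000019850, chromosome 10, 19000910 to 19015657) changed by -0.80 and -1.08 (limma adjusted p = 0.219 and 0.181) and were not called. Both were called with the litter as a block and with edgeR, and Tnfaip3 also with TMM scaling and with DESeq2.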

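GFP+ve Tomato+ve cells were sorted from the ileum of adult mice carrying the tamoxifen-inducible Lgr5-Cre allele 48 h after 2 mg of tamoxifen, and 5 libraries were sequenced, 2 labelled HE and 3 labelled cKO. Their CPM came from 9055338 and 3084688 reads counted on genes in the libraries labelled HE and from 5717575 to 9984663 in those labelled cKO. The genotypes depend on the table consulted. The values of Dataset EV3 equal those deposited for all of its 859 genes, but the library labelled HE 1 is a cKO sample in Dataset EV3 and the library labelled cKO 2 is an HE sample there, while the other 3 carry the same genotype in both. Results are given for the labels and for the genotypes of Dataset EV3, a choice made after the values of both tables were compared.
Lgr5 was at 52.8 and 87.55 CPM in the libraries labelled HE and at 89.15, 109.35 and 90.65 CPM in those labelled cKO, so it was not lower in the libraries labelled cKO (log2 fold change 0.49, standard error 0.22, limma adjusted p = 0.864). With the genotypes of Dataset EV3 it was -0.37 (limma adjusted p = 0.368). The floxed allele loses exon 16, and counts over the whole gene can retain its transcripts. The libraries labelled HE came from male and those labelled cKO from female mice by Xist and Ddx3y, so sex and labelled genotype cannot be told apart.
With the labels, 10 of 19848 tested genes were called between the adult libraries, 6 higher and 4 lower in those labelled cKO. All 10 lie on the X or Y chromosome, and Dataset EV3 lists none of them (0 genes); 902 genes had an unadjusted p under 0.05. Of the tested genes, 19.3% had groups wholly apart, where chance gives 20%. With the genotypes of Dataset EV3, 779 genes were called, 505 higher and 274 lower, of which 553 are listed there, and 39.5% of the genes had groups apart. With TMM scaling as well, the split was 410 higher and 443 lower, while the median log2 fold change of all genes moved from 0.13 to -0.04. The libraries that Dataset EV3 gives as cKO were also the deepest, with 8122482 to 9984663 reads against 3084688 and 5717575. Depth and the genotypes of Dataset EV3 therefore cannot be told apart.
Same-numbered libraries labelled HE and cKO deviated together (correlation across genes 0.161 and 0.419). With the replicate number as a block, 16 genes were called with the labels, 9 higher and 7 lower. Same-numbered libraries come from different mice, and each such pair has a single genotype in Dataset EV3, so the genotypes given there would also make them deviate together and the block removes that contrast. The library labelled cKO 3 has no partner, so the block leaves it without weight in the comparison.
The ECM family mean was 0.61 higher in the libraries labelled cKO, with 74 of 80 tested genes higher (camera in limma, adjusted p = 2.99e-07), 0.37 with the replicate block, and 0.71 with the genotypes of Dataset EV3 (69 of 80 genes, adjusted p = 8.09e-06 over 24 set tests). The NF-kB mean was 0.39 higher, with 35 of 41 genes higher (camera in limma, adjusted p = 0.00914), 0.28 with the block, and 0.56 with the genotypes of Dataset EV3 (camera adjusted p = 4.63e-05). The NF-kB split depends on scaling. With TMM scaling the mean was 0.23 with 25 of 41 genes higher as labelled. It was 0.40 with 30 higher with the genotypes of Dataset EV3. The library means of both sets overlapped between the groups as labelled.

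**Figure D2:**
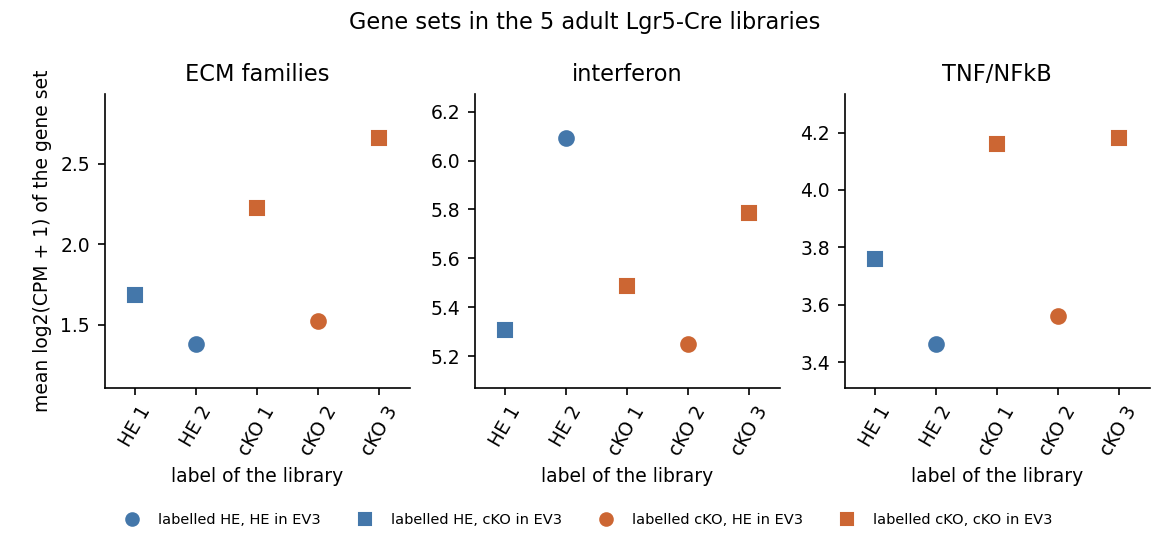
Mean log2(CPM + 1) of the ECM family, interferon and NF-kB genes in each of the 5 adult libraries; colour gives the labelled genotype (blue HE, orange cKO) and shape the genotype in Dataset EV3 (circle HE, square cKO), and the vertical axes do not start at 0. The 3 libraries that Dataset EV3 gives as cKO are above the other libraries for the ECM and NF-kB genes but not for the interferon genes. They are also the deepest of the 5 libraries.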

Surprisingly, when Lgr5 function was specifically disrupted in adults using Lgr5^Cre/flox^ mice, most of these pathways were instead upregulated (Fig 4B, Dataset EV3). As an exception, the IFN α/γ pathway appeared similarly downregulated in Lgr5‐deficient embryo or adult stem cells (Fig 4B). 

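In the adult libraries, 46 of the 63 tested interferon genes were lower in those labelled cKO, with a mean log2 fold change of -0.19 (camera in limma, adjusted p = 3.14e-07), and the block by replicate number gave -0.33 with 49 genes lower, the same as without the library labelled cKO 3, which has no partner in the block. The difference is smaller than the spread between libraries. The interferon mean was 5.70 ± 0.557 (SD, n = 2) on the log2(CPM + 1) scale in libraries labelled HE and 5.51 ± 0.268 (SD, n = 3) in those labelled cKO. Without the library labelled HE 2, which had the highest interferon mean of the 5, the mean log2 fold change was 0.20. With the genotypes of Dataset EV3 it was -0.15, with 40 of 63 genes lower (adjusted p = 0.0102 over 24 set tests in limma).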

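Between E18.5 and adult HE cells, 3717 of 19554 genes were called, 1830 higher and 1887 lower in the adult. The adult libraries lay wholly apart from the embryonic ones for 43.3% of the genes, where chance gives 13.3%. Dataset EV2 lists 1854 of the 3717 called genes. Among the alternatives the count ranged from 2275, with a mean of at least 10 CPM required, to 5207, with the duodenum libraries alone as the adult group.
The largest falls among the called genes were those of H19 (ENSMUSG00000000031, chromosome 7, 142575529 to 142578143), from 902 ± 2.05 to 0.163 ± 0.197 CPM, of Igf2 (ENSMUSG00000048583, chromosome 7, 142650766 to 142666816), from 439 ± 35.5 to 0.825 ± 0.681 CPM, and of Hif3a (ENSMUSG00000004328, chromosome 7, 17031507 to 17062427), from 625 ± 8.34 to 2.17 ± 2.09 CPM. The log2 fold changes were -9.62, -7.98 and -7.81 (limma adjusted p from 3.28e-06 to 8.29e-05).
The largest rises were those of Lyz1 (ENSMUSG00000069515, chromosome 10, 117287797 to 117292868), from 13.3 ± 4.77 to 8873 ± 3199 CPM, of AY761184 (ENSMUSG00000058618, chromosome 8, 21702519 to 21703645), from 2.03 ± 0.247 to 1308 ± 525 CPM, and of Defa35 (ENSMUSG00000061845, chromosome 8, 21065038 to 21065996), from 0.25 ± 0.354 to 522 ± 299 CPM. The values of the 2 defensin-like genes are uncertain for reads shared with near-identical copies. The 5 Paneth cell genes of Fig EV5D were all called higher in the adult, with a mean log2 fold change of 7.09 (camera in limma, adjusted p = 9.28e-10).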

Altogether, these data indicated that the transcriptome of ISC significantly changes from prenatal to adult stage, acquiring a definitive epithelial phenotype associated with a net decrease in the capacity to generate its own ECM niche and an increased ability to respond to inflammatory signals. Moreover, the absence of Lgr5 expression in the early ISC precursors (i.e., just after their emergence in intervillus regions) leads to accelerated conversion of ISCs toward their epithelial mature phenotype whereas acute ablation of Lgr5 in adults rather shifts epithelial stem cells toward a mesenchymal‐like phenotype. 

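Whether the effect of Lgr5 loss differed between E16.5 and the adult was tested in a fit of all 15 libraries of sorted cells, as the E16.5 difference minus the adult difference. For the 94 ECM family genes the difference was -1.40 on the log2 scale with the adult labels, with 84 genes lower at E16.5 (camera in limma, adjusted p = 2.69e-19 over 6 set tests), and -1.53 with the genotypes of Dataset EV3 (adjusted p = 6.07e-19). For the 46 NF-kB genes it was -1.05 with the labels (camera in limma, adjusted p = 7.64e-10) and -1.22 with the genotypes of Dataset EV3 (adjusted p = 2.09e-11). For the 63 interferon genes it was -0.13 and -0.17 (camera in limma, adjusted p = 0.765 and 0.778). The E16.5 and adult libraries came from different alleles and sorting gates, which the design cannot separate from stage.
The paper compares E16.5 KO with HE cells, E18.5 HE with adult HE cells, and adult cKO with adult HE cells. It also shows Col1a1, Zeb2 and Cxcl10 by RNAscope in embryonic and adult intestine. After its results on EMT, metabolic, Wnt ligand, TGFβ and inflammatory genes, it concludes that loss of Lgr5 in early precursors brings forward the conversion to a mature epithelial phenotype, and that acute loss in the adult shifts stem cells toward a mesenchymal-like phenotype.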

Additional studies will be needed to determine whether ISC maturation in Lgr5‐null embryos is not only accelerated but also improperly executed.

### Rspondin 2 ligand/ Lgr5 receptor interaction regulates stem cell fate in organoids *ex vivo*

Rspondins (Rspo1/Rspo2/Rspo3/Rspo4) have been reported to behave as redundant ligands for Lgr receptors, leading to enhanced Wnt/β‐catenin activity 16, 17, 18, 19, 20. We investigated their gene expression profile during intestinal maturation by combined qRT–PCR and *in situ* hybridization experiments. Overall, all Rspondins were expressed diffusely at very low levels in the epithelium (Figs 5 and EV5A, Table EV1). However, Rspo2 and Rspo3 appeared as the most expressed members of the family, being especially detected in stromal cells located in proximity to the Lgr5^+ve^ ISCs in fetal and adult tissues (Fig 5). Expression of the Lgr5 receptor progressively increased during development, and its expression became restricted to the IV region in late fetal stages and in adult crypts afterward (Fig 5). Thus, we studied the impact of each Rspondin member on Lgr5‐DTReGFP WTs or KOs organoid growth *ex vivo* after replating (Fig 6A). Organoid growth was substantially affected by Rspo concentration and type; Rspo4 was associated with low organoid survival at the highest concentration (Fig 6A and B). Then, organoid complexity was analyzed at the minimum Rspondin concentration tested allowing 100% survival, this corresponding to 100 ng/ml for Rspo1 and Rspo3 and 5 ng/ml for Rspo2 (Fig 6B). Similar branching coefficients were detected between WT and KO replated organoids in Rspo1 or Rspo3 conditions, a difference as compared to experiments performed upon initial seeding on WT and KO samples with Rspo1 (those in Figs 1F and EV1C). This could be at least explained by the fact that WT samples directly isolated from tissues or after subculture do not bear the same Paneth cell content. In contrast, subculture of replated organoids in the presence of Rspo2, though associated with similar survival rates, showed significant reduction in organoid branching in Lgr5 KOs as compared to WTs in the presence of Rspo2 (Fig 6B). This suggested that Rspo2 positively regulates crypt morphogenesis or branching in a Lgr5‐dependent way. To further investigate this phenotype, RNAseq followed by Degust (FDR 0.001, FC above 16) and MSigDB analyses were performed on organoid samples (Dataset EV4). These *in silico* analyses revealed significant enrichment in the C2 Curated gene set “Sansom APC targets” (*P* value 1.5.e^−24^) (Fig 6C). 

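Organoids were grown from the small intestine of Lgr5-DTReGFP embryos, 3 WT cultures (WT10, WT5 and WT30) and 2 KO cultures (KO7 and KO2), each from a different embryo, and were replated at passage 4 with Rspo1, Rspo2 or Rspo3 at 5 or 100 ng/ml. The 30 libraries, 1 per culture and condition, held from 18458699 to 33112583 reads counted on genes, as estimated from the spacing of their values. The authors deposited their CPM. Values were taken as log2(CPM + 1), and the 19130 genes with at least 1 CPM in at least 2 libraries were fitted with limma over the 12 groups of genotype, ligand and dose.
At the limits stated in the paper, an FDR of 0.001 over the 12 groups and a range of group means above 16-fold, 126 genes were called, of which Dataset EV4 lists 118. Voom weights moved this count most, to 590. Dose was tested within genotype and ligand at an FDR of 0.05, and set tests were adjusted over 108 tests.
Libraries of the same culture deviated together from their group means, with a mean correlation across genes of 0.472 in WT and 0.504 in KO, so counts are given with the culture as a replicate block beside those without it; with the block, 121 genes varied among the 12 groups.
Lgr5 was at 361 ± 106 CPM (SD, n = 3) in WT and 89.7 ± 20.8 CPM (SD, n = 2) in KO cultures with Rspo2 at 100 ng/ml, and KO libraries retain reads on this gene in all conditions (lowest group mean 0.225 CPM with Rspo3 at 5 ng/ml). All WT libraries came from female embryos by Xist and all KO libraries from male embryos by Ddx3y, so that sex and genotype cannot be told apart in the comparisons of KO with WT.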

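Between 100 and 5 ng/ml in WT organoids, 10224 of the tested genes were called with Rspo1, 6395 with Rspo2 and 9839 with Rspo3. With the culture as a block, the counts were 12265, 9092 and 11819. More genes rose than fell, 7830 against 2394 with Rspo1, 4650 against 1745 with Rspo2 and 7223 against 2616 with Rspo3. This split depends on scaling. With TMM factors it was 3979 against 4647, 2211 against 3571 and 4751 against 4292, and the median log2 change of all genes moved from 0.28, 0.17 and 0.24 to -0.01, -0.06 and 0.04.
A Wnt score was taken as the mean log2(CPM + 1) of the 23 genes of Fig 6C. The paper drew these genes from those that vary most among the same organoid libraries, so set tests on them in these data have no fully independent weight. The score was higher at 100 than at 5 ng/ml in all 3 WT cultures, by 2.78 ± 0.128 (SD, n = 3) with Rspo1, 2.37 ± 0.596 with Rspo2 and 2.75 ± 0.0916 with Rspo3. An exact two-sided sign-flip permutation test over the 3 cultures gives p = 0.25 for each ligand, the smallest p that 3 pairs allow. Against all other genes, the rise of these 23 genes had adjusted p = 5.63e-09, 1.69e-12 and 9.08e-08 (camera in limma), and 2.75e-08, 3.46e-11 and 2.55e-07 with the culture block.
The ISC marker Olfm4 (ENSMUSG00000022026, chromosome 14, 79984081 to 80023139) rose from 38.0 ± 13.1 to 695 ± 137 CPM with Rspo1, from 140 ± 96.4 to 1247 ± 229 with Rspo2 and from 3.7 ± 2.76 to 331 ± 84.4 with Rspo3. Its log2 fold changes were 4.20, 3.49 and 6.27 (limma adjusted p = 2.50e-06, 8.60e-05 and 6.82e-09). Lgr5 itself rose by 4.49, 4.52 and 5.01, and Axin2 by 3.91, 3.73 and 4.78. The 5 Paneth cell genes rose by 1.87 ± 0.227, 2.09 ± 0.433 and 1.63 ± 0.0383 on average, in every WT culture.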

In Lgr5 WTs, all ligands (including Rspo2) potentiated Wnt activity in a dose‐dependent manner, i.e., higher concentration of ligand correlated with increased Wnt tone, defined by expression of Wnt target genes, expression of ISCs markers, and differentiation toward the Paneth cell lineage (Fig 6C–E). Similar Rspo1 and Rspo3 dose‐dependent effects on Wnt activity were detected in Lgr5 KO organoids (Fig 6C and D). In contrast, in Rspo2 cultures, expression of Wnt target genes, and Paneth cell markers remained at higher levels in Lgr5 KOs as compared to Lgr5‐expressing organoids, irrespective of the Rspo2 concentration (Figs 6C and D, and EV5B and 5C and D). 

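In KO organoids, 5694 genes were called between 100 and 5 ng/ml of Rspo1, 4190 higher and 1504 lower, and 8507 with Rspo3, 6259 higher and 2248 lower. With TMM factors the splits were 2247 against 2750 and 3961 against 3921, and the median log2 change of all genes moved from 0.19 and 0.24 to -0.02 and 9.25e-04. With the culture block, 8387 and 10534 genes were called.
The Wnt score rose by 2.78 ± 0.819 (SD, n = 2) with Rspo1 and by 3.38 ± 0.230 with Rspo3, in both KO cultures, and all 23 genes rose with each ligand (camera in limma, adjusted p = 7.95e-14 and 1.01e-10). With 2 cultures no test over cultures was made. Compared with WT, the dose response of the Wnt score in KO differed by 0.01 for Rspo1 (exact permutation test over the 5 cultures, two-sided p = 1) and by 0.64 for Rspo3 (exact p = 0.1, the smallest that 2 against 3 cultures allow). No gene had a dose response that differed between KO and WT at an FDR of 0.05 for Rspo1 or Rspo3 (0 genes each, with 516 and 430 at an unadjusted p under 0.05). With the culture as a block, a fit added after the results were seen, 0 and 1 genes differed, with 1474 and 1209 at an unadjusted p under 0.05.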

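Between 100 and 5 ng/ml of Rspo2 in KO organoids, 22 genes were called, all higher, and 1327 had an unadjusted p under 0.05. With the culture block, 224 genes were called, 184 higher and 40 lower. The Wnt score rose by 0.61 on average, by 1.16 in KO7 and by 0.05 in KO2. Of the 23 genes, 22 rose (camera in limma, adjusted p = 4.12e-05), so a smaller response remained in the mean of the cultures.
At 5 ng/ml the Wnt score was 5.59 ± 0.258 (SD, n = 2) in KO and 3.86 ± 0.374 (SD, n = 3) in WT cultures, a difference of 1.74 (exact permutation test, two-sided p = 0.1, the smallest possible). At 100 ng/ml it was 6.20 ± 0.524 in KO and 6.22 ± 0.281 in WT cultures, a difference of -0.02 (exact p = 1). Each p is 1 of 27 tests of this family, and the adjusted p is 0.169 and 1. KO was above WT with the other ligands too, by 0.53 and 0.54 with Rspo1 at 5 and 100 ng/ml (exact p = 0.2 each) and by 0.28 and 0.92 with Rspo3 (exact p = 0.1 each).
With 5 ng/ml, 868 genes were called between KO and WT, 608 higher and 260 lower in KO (341 and 336 with TMM factors), of which 838 lie outside the X and Y chromosomes; 229 genes were called with 100 ng/ml. Axin2 was at 286 ± 209 CPM in KO and 49.9 ± 38.5 CPM in WT cultures with 5 ng/ml and at 401 ± 31.1 and 536 ± 76.8 CPM with 100 ng/ml. In KO cultures Olfm4 was at 788 ± 583 CPM with 5 ng/ml and at 856 ± 31.3 CPM with 100 ng/ml. Neither gene was called between the doses in KO (log2 fold change 0.70, limma adjusted p = 0.920, and 0.35, adjusted p = 0.989).

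**Figure D3:**
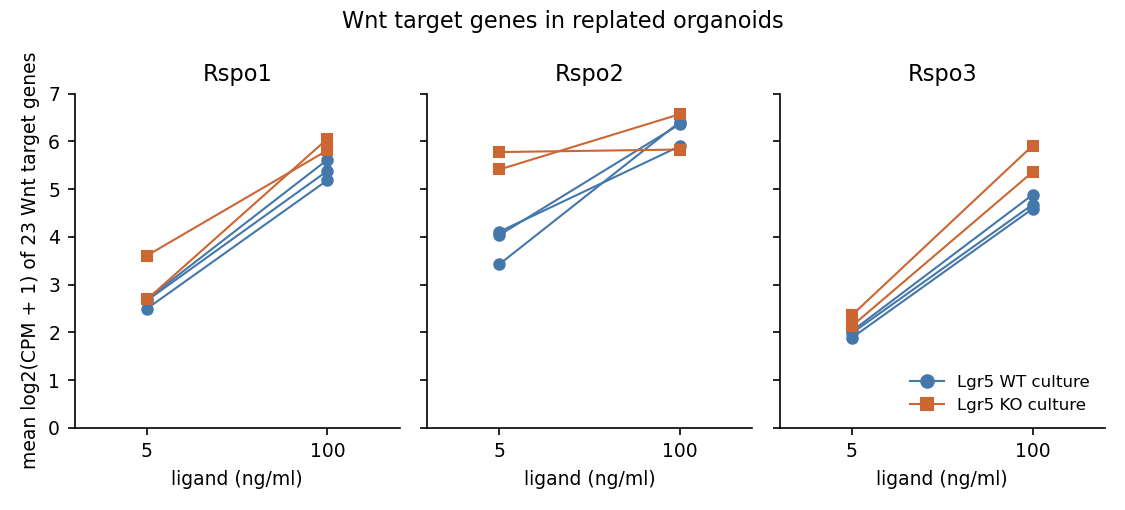
Mean log2(CPM + 1) of the 23 Wnt target genes of Fig 6C in each organoid culture at 5 and 100 ng/ml of each ligand, with a line joining the doses of a culture (blue circles WT, orange squares KO). With Rspo2 at 5 ng/ml, both KO cultures lie above the 3 WT cultures, and at 100 ng/ml the genotypes overlap.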

In line with these transcriptomic data, the number of Olfm4^+ve^ ISCs appeared significantly increased in Lgr5 KO organoid protrusions as compared to WTs in Rspo2‐containing medium (Fig 6E). In addition, Paneth cell differentiation, known to be induced by high Wnt tone, appeared to be negatively regulated by Rspo2/Lgr5 interaction (Figs 6D and EV5D). 

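The mean log2(CPM + 1) of the 5 Paneth cell genes of Fig EV5D changed by -0.12 ± 0.103 (SD, n = 2) between 5 and 100 ng/ml of Rspo2 in KO cultures (camera in limma, adjusted p = 0.281). The difference in dose response from WT was -2.22 (exact permutation test over the 5 cultures, two-sided p = 0.1, the smallest possible). With 5 ng/ml the mean was 5.77 ± 0.272 in KO and 3.87 ± 0.221 (SD, n = 3) in WT cultures, and with 100 ng/ml 5.64 ± 0.169 and 5.97 ± 0.363, differences of 1.89 (exact p = 0.1) and -0.32 (exact p = 0.4).
With Rspo1 and Rspo3 the KO means rose with dose by 1.93 ± 0.834 and 1.99 ± 0.774. KO was above WT by 0.64 and 1.009 with Rspo3 at 5 and 100 ng/ml (exact permutation test, p = 0.1 each) and by 0.15 and 0.21 with Rspo1 (exact p = 0.8 and 0.5). The set holds defensin genes, whose single values are uncertain for reads shared between near-identical copies.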

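Whether KO and WT organoids responded differently to dose was tested as the dose response in KO minus that in WT. For Rspo2, 84 genes had a differing response at an FDR of 0.05, 79 smaller and 5 larger in KO, and 2438 had an unadjusted p under 0.05. With the culture as a block, 760 genes differed, 612 smaller and 148 larger, and the 84 were among them. With each WT culture left out in turn, the count ranged from 6 to 144.
All 23 Wnt target genes responded less in KO to Rspo2, by -1.76 on average (camera in limma, adjusted p = 3.15e-13, and 5.95e-12 with the culture block). These genes were chosen for their variation among the same libraries, so this p is in part circular. All 17 tested genes of another Wnt target list, typed from general knowledge after the paper's datasets had been read and sharing genes with the first, responded less by -1.71 on average (camera in limma, adjusted p = 1.00e-15). All 15 genes of a list of ISC markers did so too, by -1.83 (camera in limma, adjusted p = 2.70e-15). The response to Rspo3 was larger in KO for 20 of the 23 Wnt target genes (camera in limma, adjusted p = 8.76e-06), and for Rspo1 the 23 genes gave an adjusted p of 0.308 in limma. With the other list, the response to Rspo1 was larger in KO by 0.17 (camera in limma, adjusted p = 0.0152, and 0.0200 with the culture block).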

Together, these data suggested that the Lgr5 receptor acts as an inhibitor of the Rspo2 response in ISCs. This is compatible with the observed reduced branching and high Wnt activity detected in Rspo2‐replated Lgr5‐null organoids. Indeed, a high Wnt tone induced by Apc loss or Wnt3a ligand supplementation promotes cyst morphology associated with reduced organoid branching 17. Though, it is not excluded that crypt morphogenesis regulated by the Lgr5/Rspo2 interaction might also involve Wnt‐independent pathways. Moreover, RNAseq analysis also revealed that Rspondins regulate matrisome component expression in organoid cultures (canonical pathways significantly enriched in the “Naba Matrisome” gene dataset, *P* value 6.e^−24^) (Fig EV5E). 

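The 18 matrisome genes of Fig EV5E rose on average between 5 and 100 ng/ml of each ligand in WT organoids, by 1.77 ± 0.215 (SD, n = 3) on the log2(CPM + 1) scale with Rspo1, 1.67 ± 0.175 with Rspo2 and 1.23 ± 0.0538 with Rspo3, in all 3 cultures. All 18 are listed in Dataset EV4 as varying among these libraries, so their set tests are in part circular. Against all other genes, the rise had adjusted p = 0.0270, 3.90e-04 and 0.182 (camera in limma), and 0.00478, 2.21e-05 and 0.0592 with the culture block. Of the 41 tested ECM family genes, 35 rose with Rspo1, 35 with Rspo2 and 31 with Rspo3. Their rise against all other genes had adjusted p = 0.0627, 3.02e-04 and 0.742 (camera in limma), and 0.0278, 9.12e-05 and 0.582 with the culture block.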

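In KO organoids the matrisome mean rose by 2.03 ± 0.380 (SD, n = 2) from 5 to 100 ng/ml of Rspo1, by 1.75 ± 0.0908 with Rspo3 and by 1.04 ± 0.199 with Rspo2. With Rspo2, 15 of the 18 genes rose (camera in limma, adjusted p = 1.98e-05, and 1.31e-07 with the culture block), in both cultures.
Lama5 (ENSMUSG00000015647, chromosome 2, 180176373 to 180225859) went from 325 ± 273 to 630 ± 432 CPM with Rspo2 in KO (log2 fold change 1.07, standard error 0.64, limma adjusted p = 0.822) and from 74.1 ± 18.2 to 414 ± 18.9 CPM in WT (2.497, standard error 0.52, limma adjusted p = 0.00125). Lamb2 (ENSMUSG00000052911, chromosome 9, 108479736 to 108490530) changed by 0.84 in KO (limma adjusted p = 0.733) and by 1.76 in WT (limma adjusted p = 6.24e-04). Lama5 and Lamb2 rose in KO by 3.45 and 2.93 with Rspo1 and by 2.62 and 2.41 with Rspo3, and each of these 4 changes was called.
Col4a1 (ENSMUSG00000031502, chromosome 8, 11198423 to 11312826) and Col4a2 (ENSMUSG00000031503, chromosome 8, 11312805 to 11449287) changed by 1.41 and 1.50 with Rspo2 in KO (limma adjusted p = 0.726 and 0.676), with Rspo1 by 2.14 and 2.22 (limma adjusted p = 0.0230 and 0.0176) and with Rspo3 by 1.02 and 1.43 (limma adjusted p = 0.240 and 0.0938). With Rspo3 in KO, Col4a2 was called with the culture block and with voom weights, and Col4a1 under no setting. Loxl4 (ENSMUSG00000025185, chromosome 19, 42593982 to 42612813) changed by 2.06 with Rspo2 in KO (standard error 0.72, limma adjusted p = 0.491, and 0.0321 with the culture block).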

In Lgr5 KO organoids, matrisome expression appeared dependent on Rspo1 and Rspo3 concentrations but remained instead insensitive to Rspo2 concentrations (as observed for genes like *Lama5*,* Lamb2*,* Col4a1*,* Col4a2*,* Loxl4*). Taken together, these observations suggest a specific role of the Rspo2/Lgr5 axis to regulate ISC behavior that would involve, in part, modulation of ECM production by these cells.

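With Rspo2, the matrisome mean was 4.07 ± 0.368 (SD, n = 2) in KO and 2.60 ± 0.324 (SD, n = 3) in WT cultures at 5 ng/ml, a difference of 1.47, and 5.11 ± 0.567 and 4.27 ± 0.149 at 100 ng/ml, a difference of 0.84. The dose response in KO minus that in WT was -0.64. Each of these 3 differences had p = 0.1 in an exact two-sided permutation test over the 5 cultures, the smallest p it can give. The excess in KO was not confined to Rspo2. It was 0.96 and 1.48 with Rspo3 at 5 and 100 ng/ml (exact p = 0.1 each) and 0.56 and 0.82 with Rspo1 (exact p = 0.2 and 0.1). Against all other genes the smaller response to Rspo2 in KO had an adjusted p of 0.149 (camera in limma), and of 0.0410 with the culture block. The response of the 41 ECM family genes to Rspo2 differed by -0.41, with 8 genes larger in KO (camera in limma, adjusted p = 0.0280, and 0.0211 with the block). The mean matrisome response was larger in KO for Rspo1, by 0.25, and for Rspo3, by 0.52 (exact permutation test, p = 0.5 and 0.1). For Rspo1 the cultures of the genotypes overlapped, and 11 of the 18 genes were larger in KO. Set tests against all other genes gave adjusted p = 0.0126 and 0.0106 (camera in limma), and 0.00267 and 8.80e-04 with the block.
The paper draws on the responses of Wnt target, Paneth cell and matrisome genes to Rspo2 in KO organoids, and to Rspo1 and Rspo3. It also draws on organoid branching, qRT-PCR, Axin2 RNAscope and Olfm4 immunofluorescence, which were not examined here. From these it proposes that Lgr5 restrains the response of ISCs to Rspo2. It proposes too that this axis acts in part on the production of ECM by these cells.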

**Figure 5:**
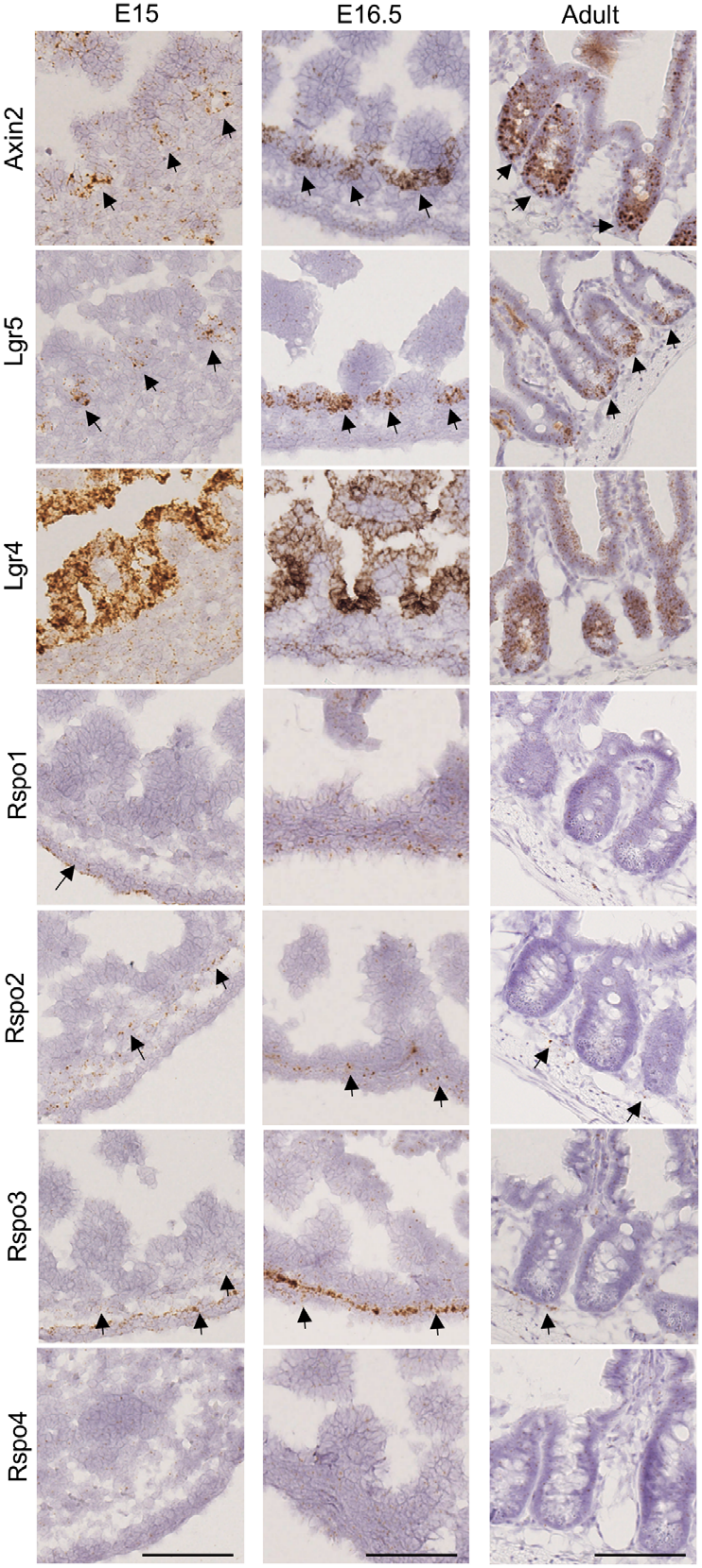
Expression profile of Rspondin ligands and Lgr receptors during intestinal maturation Expression of Axin2, Lgr5, Lgr4, Rspo1, Rspo2, Rspo3, and Rspo4 genes was analyzed on E15, E16.5, and adult stages by RNAscope. Arrows evidence expressing cells.Data information: Scale bar, 100 μm.

**Figure EV5:**
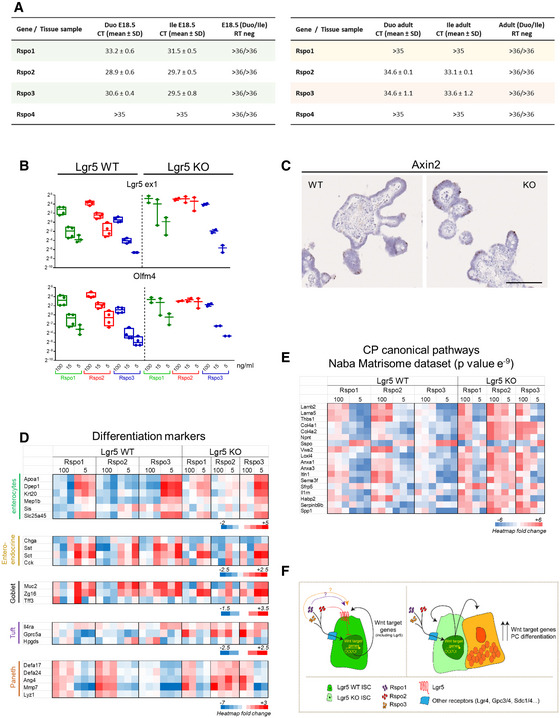
Rspondin 2/Lgr5 interaction regulates stem cell fate in organoids Expression levels of Rspondin ligands during intestinal maturation. Tables showing Ct values for *Rspo1*,* Rspo2*,* Rspo3,* and *Rspo4* genes expression levels analyzed by qRT–PCR on duodenum (Duo) and ileum (Ile) from E18.5 embryos (*n* = 11 samples originating from individual embryos) and adult animals (*n* = 3 samples originating from individual animals).Gene expression analysis by qRT–PCR of stem cell markers in Lgr5‐DTREeGFP WT and KO organoids exposed to 100, 15, or 5 ng/ml Rspondins after 5 days of culture. Each symbol indicates the value for an organoid culture originated from a given embryo.Expression of the Wnt target gene *Axin2* by RNAscope in WT and KO organoids cultured in the presence of Rspondin 2 at 5 ng/ml. Scale bars: 100 μm.Heatmap showing the impact of Rspondin type and concentration on relative cell lineage differentiation (enterocyte, enteroendocrine, goblet, tuft, and Paneth cell lineages) in Lgr5‐DTReGFP WT and KO organoids analyzed by RNAseq (*n* = 3 WT and 2 KO organoid culture samples, each originating from a given embryo).Heatmap showing the impact of Rspondin type and concentration on matrisome components gene expression (list from the Naba Matrisome dataset) in Lgr5‐DTReGFP WT and KO organoids analyzed by RNAseq (*n* = 3 WT and 2 organoid culture samples, each originating from a given embryo).Scheme describing current hypothesis/model for Rspondins action on Wnt signaling regulation in ISC through Lgr5 and alternative receptors.

**Figure 6:**
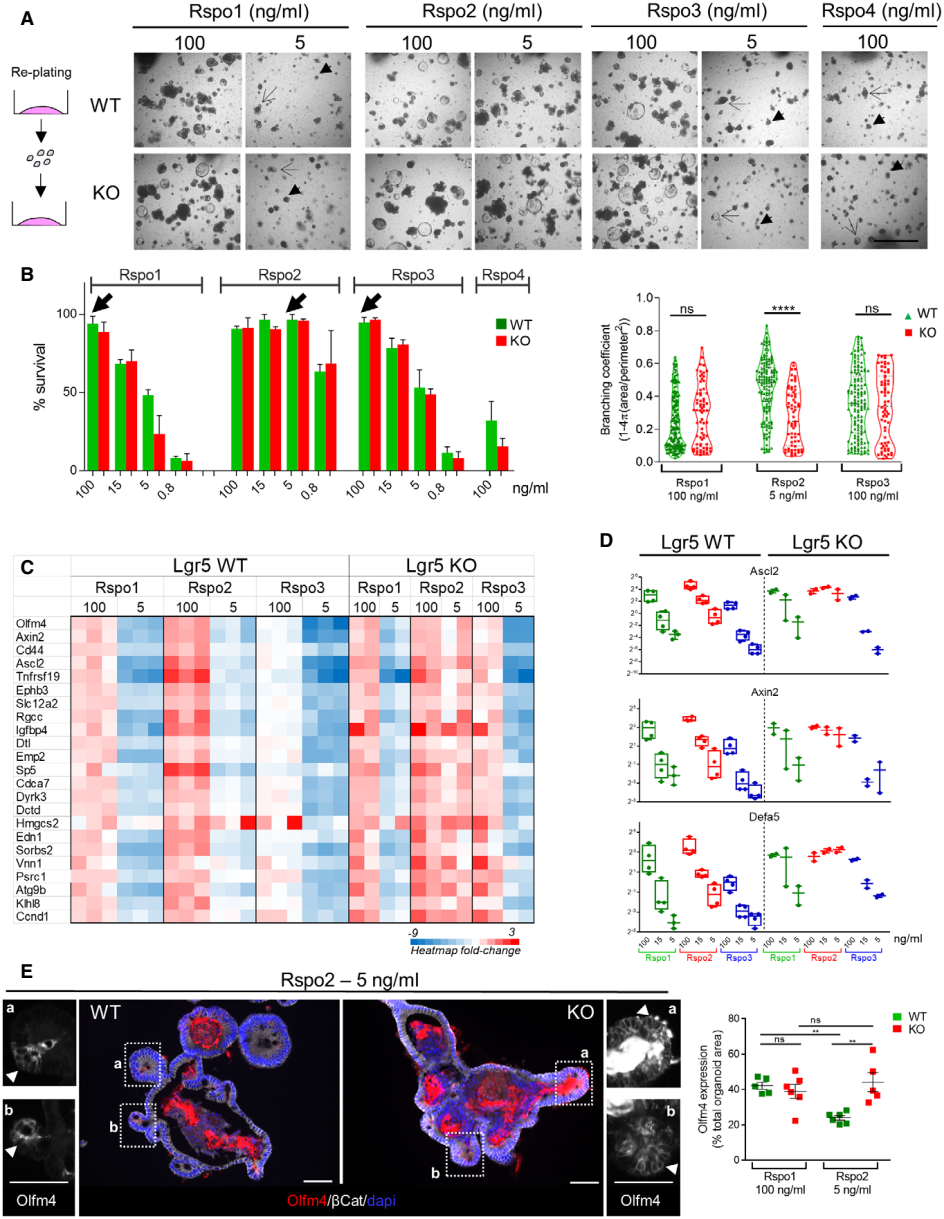
Rspondin 2/Lgr5 interaction regulates stem cell fate in organoids Representative pictures showing the influence of mouse Rspondin type and concentration on growth of replated Lgr5‐DTReGFP WT and Lgr5 KO organoids after 4 days of culture. Arrows show alive elements and arrowheads dead elements.Organoid morphology depends on Rspondin ligand type and concentration. Left panel: Growth quantified as the percentage of elements present at day 1 surviving at day 4. A mean of 100 elements was analyzed per sample and per condition (*n*: 4 WT, 2 KO organoid culture samples, each originating from a given embryo). Right panel: Organoid complexity measured by branching coefficient. Each symbol indicates the value of a given organoid (analysis was done on 4 WT and 2 KO organoid culture samples, each originating from a given embryo).Heatmap showing the impact of Rspondin type and concentration (ng/ml) on relative Wnt target gene expression (list from the Sansom APC dataset) in Lgr5‐DTReGFP WT and KO organoids analyzed by RNAseq (*n* = 3 WT and 2 KO organoid culture samples, each originating from a given embryo).Gene expression analysis by qRT–PCR of stem cell markers in Lgr5‐DTREeGFP WT and KO organoids after 5 days of culture (expression relative to reference genes). Each symbol indicates the value for an organoid culture originated from a given embryo.Immunofluorescence showing Olfm4^+ve^ cells in Lgr5‐DTReGFP WT and KO organoids cultured in Rspo2 conditions. Epithelium is delineated with b‐catenin and nuclei counterstained with DAPI (Merge). Insets: White arrowheads evidence Olfm4^+ve^ cells concentrated in organoid protrusions. Quantification of Olfm4^+ve^ area with respect to the total epithelial area. Each symbol indicates the value for an organoid culture originating from a given embryo.Data information: Scale bars, 1,000 μm (A) and 50 μm (E). Data are represented as means ± SEM (B left panel, E) and min to max (B right panel and D) ns, not significant; **P < 0.01; ****P < 0.0001 by Mann–Whitney test (B) and two‐way ANOVA followed by Tukey's multiple comparisons test (E).

## Discussion

Since the identification of the atypical GPCR receptor Lgr5 as a bone‐fide stem cell marker in the normal intestinal epithelium as well as in cancer cells, the potential biological function of this receptor has been questioned but still, it remains elusive and controverted 34. The biological function of Lgr5 was initially addressed in Lgr5‐null embryos using the Lgr5‐LacZNeo mouse line, in which exon 18 coding for the transmembrane and intracellular tail is replaced by the reporter cassette 35. The observed phenotype suggested that Lgr5 exerts a negative regulatory role on the Wnt/β‐catenin pathway in stem cells 21. Following the publication of reports identifying Rspondins as ligands for Lgr5, and showing that this interaction enhances Wnt/β‐catenin signaling *in vitro*, we have readdressed the biological relevance of this marker on two other plain knockin/knockout Lgr5eGFP‐Ires‐CreERT2 and Lgr5‐DTReGFP mouse strains, which differ from the Lgr5‐LacZNeo one by the fact that reporter cassettes are inserted within the first exon of Lgr5 1, 24. Irrespective of the mouse strain considered, the observation that Wnt ligand inhibition at the onset of cytodifferentiation could interfere with the precocious Paneth cell differentiation observed at birth in knockouts further strengthened conclusions drawn from the first report on a role of Lgr5 in negative regulation of the Wnt/β‐catenin activity during the prenatal stage. Similarly, conditional ablation of the Lgr5 function in the postnatal phase during which Paneth cell differentiation normally proceeds accelerated the maturation process. In adults, no overt phenotype was observed upon Lgr5 loss (though significant transcriptomic changes were detected), likely blurred in a context where Paneth cells are fully established.

To investigate the molecular mechanisms associated with the observed phenotype in Lgr5‐deficient embryos at birth, the transcriptomes of heterozygous (control) and homozygous (KO) ISCs were compared at E16.5. Lgr5 deficiency induced a profound downregulation of many extracellular matrix (ECM) components, i.e., collagens, proteoglycans (versican, decorin), glycoproteins (laminin a4, fibronectin, thrombospondins, nidogens), and ECM‐associated modifying proteins (Adamts proteases, Lysyl oxidase, cytokines, glycosaminoglycan‐modifying heparan sulfate sulfotransferase), all involved in matrisome formation and maintenance. The highly dynamic matrisome, defined by a core of ~300 proteins localizing at the basement membrane (between epithelial cells and stromal cells) and in the neighboring interstitial space, is known to regulate tissue development, as well as fibrosis and cancer progression in adults 29. Softening of the Matrigel in the *ex vivo* culture system has recently been demonstrated to regulate stem cell fate in adult ISC‐derived organoids 36. Coherent with this report, decreased expression of ECM proteins by E16.5 KO ISCs, likely reducing stiffness of the tissue surrounding ISCs, correlated with amplification of the stem cell pool and precocious differentiation of Paneth cells before birth. Moreover, according to our transcriptomic data on adult versus embryonic ISCs, the capacity of stem cells to synthesize their own ECM components progressively decreased during maturation, correlating with acquisition of a definitive “fully” epithelialized phenotype. Nevertheless, adult ISCs still conserved the control on their epithelial status as conditional loss of Lgr5 favored transition from an epithelial to a more mesenchymal‐like phenotype (EMT Hallmark upregulated in cKOs Lgr5^Cre/flx^ versus HEs Lgr5^Cre/+^). In line with these findings obtained under *in vivo* homeostasis, Lgr5 knockdown on cultured colorectal cancer cell lines also leads to upregulation of EMT‐related genes *in vitro* 37. These results, linking Lgr5 function to EMT control in adult ISCs, highlight the interest to conduct further studies addressing the role of this receptor on the metastatic potential of cancer cells.

In the adult intestinal crypt, the ISC microenvironment substantially differs from the prenatal intervillus domains, in particular through its cellular niche composed of adjacent epithelial Paneth cells as well as various resident stromal cell types, which all might contribute to provide the adequate ECM environment to ISCs 14, 38, 39. Initial *in vitro* studies identified the matricellular proteins Rspondins (Rspo1/Rspo2/Rspo3/Rspo4) as ligands for Lgr4/5/6 paralogues 16, 17, 18, 19. Peri‐cryptal intestinal myofibroblasts are reported as the main source of these ligands, predominantly expressing Rspo3 under normal conditions and being able to overexpress Rspo2 upon infection or inflammatory stimuli in adults 40, 41. In the present study, we confirmed these data in normal adult tissues and found a similar prevalence of Rspo2/Rspo3 ligands during development. Then, we compared the effect of the various Rspo ligands on ISC growth and differentiation in the *ex vivo* culture system. First of all, Lgr5‐deficient ISCs could grow as organoids with long‐term self‐renewing capacity, and this implied that Rspondin ligands interact with other receptors in Lgr5‐null ISCs. These receptors could possibly be the cognate Lgr4 receptor or likely heparan sulfate proteoglycans, such as glypican or syndecan receptors (namely Gpc3/Gpc4 and Sdc1/Sdc4 that are the most expressed in ISCs Fig EV4C), reported as alternative receptors for Rspo2 and Rspo3 to regulate Wnt/β‐catenin signaling 42, 43. 

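In sorted cells, Lgr4 (ENSMUSG00000050199) had the highest CPM of the Rspondin receptor genes measured, at 219 ± 4.53 CPM (SD, n = 2) in E16.5 HE pools, 258 ± 0.601 (SD, n = 2) in E16.5 KO pools, 397 ± 6.54 (SD, n = 2) at E18.5 and 495 ± 130 (SD, n = 4) in the adult.
Gpc3 had the highest CPM of the glypican genes before birth, at 150 ± 16.4, 130 ± 26.2 and 166 ± 7.32 CPM in the 3 embryonic groups, and was at 0.375 ± 0.595 CPM in the adult. Gpc4 was at 19.9 ± 7.39 and 12.5 ± 0.318 CPM in HE and KO pools at E16.5, below Gpc6 with 50.2 ± 21.0 and 21.1 ± 6.08 CPM, at 28.4 ± 0.0707 CPM at E18.5 and at 36.5 ± 5.27 CPM in the adult. Sdc1 and Sdc4 had the highest CPM of the syndecan genes in these 4 groups, 113 ± 14.1 and 110 ± 7.28 CPM in E16.5 HE pools and 61.3 ± 16.3 and 267 ± 75.8 CPM in the adult.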

Secondly, coherent with reported affinities of Rspondins on cultured HEK293 cells, Rspo2 appeared as the most potent ligand to promote survival, growth, and differentiation of Lgr5 WT or KO organoids 16, 42. Moreover, in agreement with the *in vivo* studies at E16.5, the absence of Lgr5 expression in ISCs *ex vivo* correlated with amplification of the stem cell pool, differentiation toward the Paneth lineage, and altered ECM component production. Such differential behavior as compared to WT organoids was especially noticed when using as ligand Rspo2, the family member showing highest affinity for the Lgr5 receptor 16. Together, these experiments suggest that the Lgr5 receptor desensitizes ISCs to the Wnt potentiation effect mediated by Rspo2 through its interaction with other receptors. The absence of Lgr5 in ISCs would result in increased Wnt activity and bias toward Paneth cell differentiation (Fig EV5D). These data are in line with a previous report showing that Rspo2, but not other family members, through interaction with the Lgr5 receptor, exhibits tumor suppressive activity on colorectal cancer cell lines via negative regulation of the Wnt/β‐catenin pathway 20. Rspondins are known to be essential to regulate ISC maintenance, playing non‐interchangeable functions with Wnt ligands. Considering the complex expression pattern of multiple ligands and receptors, associated with differential affinities and receptor abundances, further studies are needed to decipher how these interactions can coordinately regulate extracellular matrix production in ISCs and control their fate.

## Materials and Methods

### Experimental animals

Animal procedures complied with the guidelines of the European Union and were approved by the local ethics committee (CEBEA from the faculty of Medicine, ULB) under the accepted protocols 535N and 631N. Mice were bred and maintained under a standard 12‐h light–dark cycle, with water and rodent chow *ad libitum*. Mice strains were as follows: *Lgr5*‐DTR knockin 24, Ctnnb1^exon3^ 28, Lgr5‐LacZNeo 35, Lgr5‐Flox exon16 17, and Lgr5‐GFP‐Cre^ERT2^ 1, Rosa26CAG floxed stop tdTomato referred as Rosa26R‐Tomato and *Axin2*‐LacZ (Jax mice). The day the vaginal plug was observed was considered as embryonic day 0.5 (E0.5). For LGK974 rescue experiments, pregnant females were administered with the LGK974 compound (kindly provided by Novartis) by oral gavage once a day at a dose of 1–3 mg/kg/day. For lineage tracing experiments, tamoxifen (Sigma‐Aldrich) was dissolved in a sunflower oil (Sigma‐Aldrich)/ethanol mixture (19:1) at 10 mg/ml and used at a dose of 0.1 mg/g of body weight for gestating and lactating females or at a single dose of 2 mg for adult mice by intra‐peritoneal injection (i. p).

### Tissue processing and immunohistochemical analysis

Small intestine samples were immediately fixed with 10% formalin solution, neutral buffered (Sigma‐Aldrich) overnight at + 4°C, and then sedimented through 30% sucrose solution before OCT embedding. Histological and X‐gal staining protocols as well as immunofluorescence/histochemistry experiments on 6 μm sections were carried out as previously described 21. Lendrum's staining was performed according to the manufacturer's instructions (cat # 631340, Clinitech, UK). The primary antibodies used for staining are listed in Table EV1. Samples were visualized with Zeiss Axioplan 2 (immunohistochemistry) or NanoZoomer digital scanner (Hamamatsu) and Zeiss Observer Z1 microscope (immunofluorescence).

In E18.5 tissues, Paneth cells were quantified using Lendrum's staining on a mean of 50 intervillus (IV) regions per sample. In postnatal and adult samples, Paneth cells identified by the Plyz marker were quantified on a mean of 20 and 50 Tomato‐recombined crypts, respectively. Postnatal and adult lineage tracing analysis was performed on a mean of 100 crypt‐villus units. Quantification of Olfm4^+ve^ cells in E18.5 tissues was performed on a minimum of 20 IV per sample. The number of animals used for each experiment is reported in Figures or in Figure legends.

### Ex vivo culture

Embryonic small intestine was dissociated with 5 mM EDTA‐in DPBS (Gibco) according to the protocol reported in [Ref. 44]. Briefly, the culture medium used consisted in Advanced‐DMEM/F12 medium supplemented with 2 mM l‐glutamine, N2 and B27 w/o vit.A, gentamycin, penicillin‐streptomycin cocktail, 10 mM HEPES (all from Invitrogen), 1 mM N acetyl cysteine (Sigma), 50 ng/ml EGF, and 100 ng/ml noggin (both from PeproTech). CHO‐derived mouse Rspondins (R&D System) were used at the final concentrations indicated in text and figures. The final concentration of Rspondins in the culture medium was initially tested in pilot experiments in order to add comparable amounts of bioactive ligands (bioactivity measured by TOPflash assays and organoid growth curves, R&D systems). Culture medium was changed each other day, and after 5–6 days in culture, organoids were harvested, mechanically dissociated, and replated in fresh Matrigel (BD Biosciences). Culture media were supplemented with 10 μM Y‐27632 (Sigma‐Aldrich) in all initial seeding and replating experiments. Pictures were acquired with a Moticam Pro camera connected to Motic AE31 microscope. Branching coefficient for each individual organoid was calculated with the formula :[1‐4π(area/perimeter^2^)] as previously described 45. Area and perimeter of a mean of 30 organoids (between 13 and 42 organoids) were calculated using the ImageJ software per condition for 4 WT and 2 KO independent cultures.

### Flow cytometric analysis and cell sorting (FACS)

Embryonic small intestine or adult intestinal crypts (isolated with 5 mM EDTA) were dissociated with the TrypLE cell dissociation reagent (Thermo Fisher) and passed through a 40‐μm nylon cell strainer (Greiner). For sorting experiments involving the Lgr5^Cre^‐RosaTomato lines, tamoxifen was administered by i.p. 48 h before tissue harvesting. For RNAseq analysis, after cell gating and doublets exclusion, ISCs EGFP^+ve^ cells were directly sorted using the FITC channel (Lgr5‐DTReGFP line) or were selected as recombined EGFP^+ve^/Tomato^+ve^ cells using the FITC and PE channels (Lgr5^Cre^‐RosaTomato line). Sorted cells were collected over QIAzol lysis reagent (Qiagen).

### Gene expression analysis

qRT–PCR was performed on total RNA extracted from embryonic tissues or organoid cultures as reported 21. Expression levels were normalized to that of reference genes (Rpl13, Gapdh, Ywhaz). Primer sequences are reported in Table EV1. *In situ* hybridization experiments were performed according to manufacturer instructions with the RNAscope kit (ACD‐Biotechne) (probes listed in Table EV1).

### RNA seq and Gene Set Enrichment Analysis (GSEA)

RNA quality was checked using a Bioanalyzer 2100 (Agilent technologies). Indexed cDNA libraries were obtained using the Ovation SoLo (NuGen) or the NEBNext RNA‐Seq Systems following manufacturer recommendation. The multiplexed libraries were loaded on a NovaSeq 6000 (Illumina) using a S2 flow cell, and sequences were produced using a 200 Cycle Kit. Paired‐end reads were mapped against the mouse reference genome GRCm38 using STAR software to generate read alignments for each sample. Annotations Mus_musculus.GRCm38.90.gtf were obtained from ftp.Ensembl.org. After transcripts assembling, gene‐level counts were obtained using HTSeq. Genes differentially expressed were identified with EdgeR method and further analyzed using GSEA MolSig (Broad Institute) 46. Gene pattern was used to compare by pre‐ranked GSEA E16.5 Lgr5 KO versus HE; Adult HE versus E18.5 HE, or Adult Lgr5 KO versus HE transcriptomes with gene datasets 47. Gene Ontology was used to identify biological processes 48.

### Statistical analysis

Statistical analyses were performed with GraphPad Prism 5. All experimental data are expressed as mean ± SEM. The significance of differences between groups was determined by appropriate parametric or non‐parametric tests as described in Figure legends.

## Author contributions

VFV: study concept and design, acquisition of data, analysis and interpretation of data, statistical analysis, and drafting of the ms. ML, RG, DR‐S, AL, and FL: acquisition of data, analysis and interpretation of data, and statistical analysis. GV: study concept and design, critical revision of the ms, obtained funding, and study supervision. M‐IG: study concept and design, acquisition of data, analysis and interpretation of data, drafting of the ms, critical revision of the ms, and study supervision.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

The datasets produced in this study are available in the following databases: RNAseq data: Gene Expression Omnibus GSE135362 ( https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135362)—[Link], [Link], [Link], [Link].

# Supplementary material for: LGR5 controls extracellular matrix production by stem cells in the developing intestine
**Source:** EMBO Rep. 2020 May 28;21(7):e49224. doi: 10.15252/embr.201949224
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

## Expanded View Figures

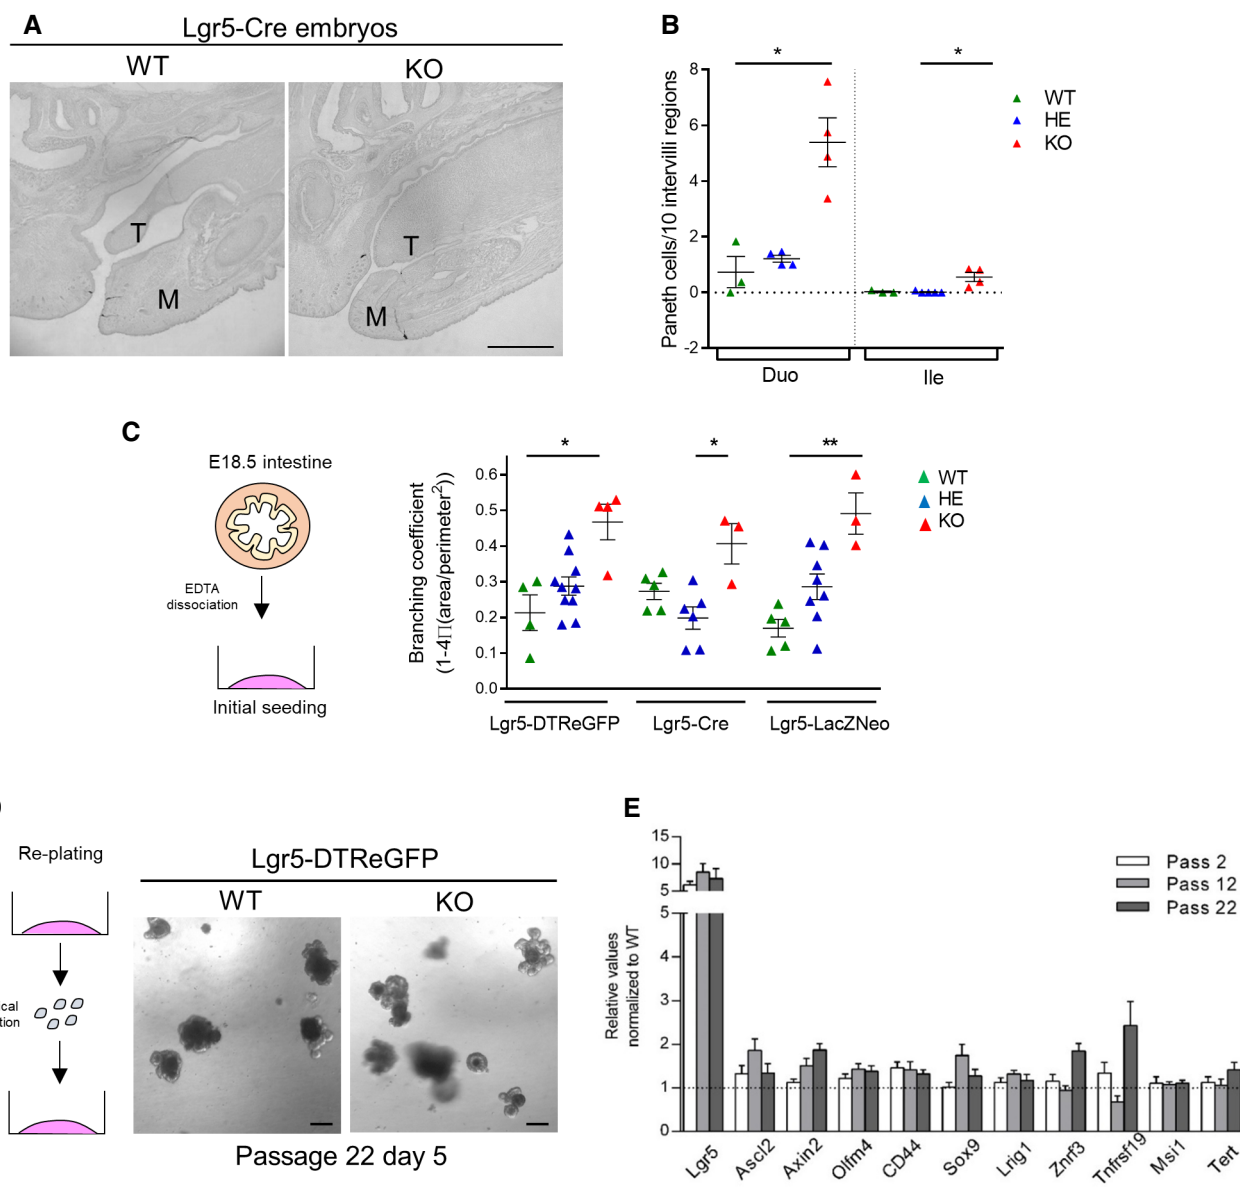

**Figure EV1. Lgr5 deficiency induces early Paneth cell differentiation and stem cell expansion in the small intestine at E18.5.**

- A Sagittal sections of craniofacial region showing the presence of an ankyloglossia in Lgr5-null Cre embryos at E18.5 as compared to the WT littermate. The tongue (T) and mandible (M) are indicated.
- B Paneth cell quantification as number of cells per 10 intervilli regions on Lgr5-Cre duodenum (Duo) and ileum (Ile). Each symbol indicates the value for a given embryo.
- C Quantification showing organoid complexity ex vivo measured by the branching coefficient for wild-type (WT), heterozygous (HE), and KO organoids from 3 different mouse strains: Lgr5-DTRReGFP, Lgr5-Cre, and Lgr5-LacZNeo at day 6 of culture upon initial seeding. Each symbol indicates the mean value for a given embryo.
- D Representative pictures of WT and KO Lgr5-DTRReGFP organoids at day 5 of passage 22.
- E Gene expression analysis by qRT-PCR of the indicated stem cell markers in Lgr5-DTRReGFP WT and Lgr5 KO organoid cultures, each originating from a given embryo ( $n = 7$  WT and 9 KO at passage 2 and passage 12,  $n = 2$  WT and 5 KO at passage 22). Values are normalized to the WT at passage 2.

Data information: Scale bars, 1 mm (A) and 50  $\mu$ m (D). Data are represented as means  $\pm$  SEM. \* $P < 0.05$ ; \*\* $P < 0.01$  by Kruskal–Wallis test followed by Dunn's multiple comparison test (B, C).

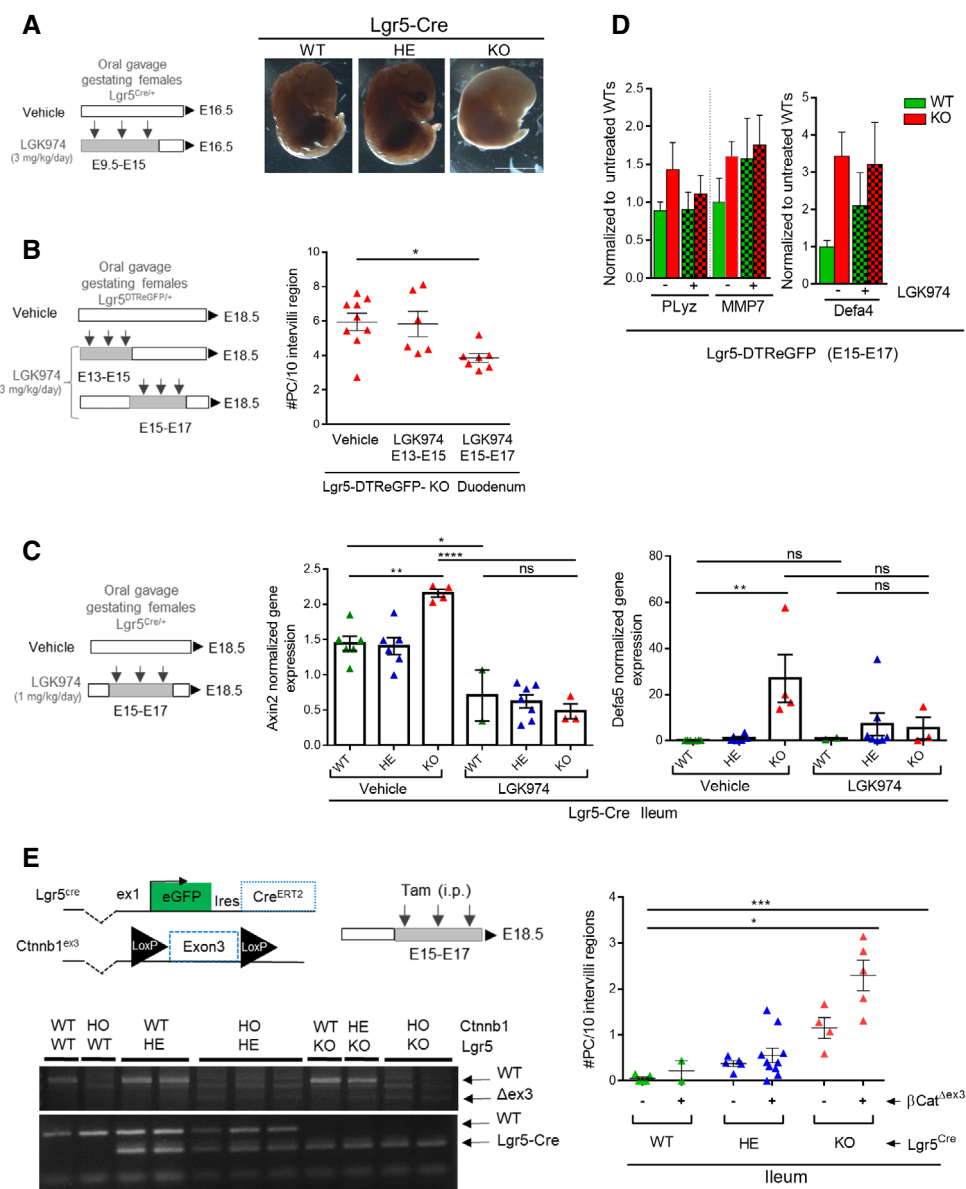

**Figure EV2. In utero inhibition of Wnt activity counteracts early Paneth cell differentiation induced by *Lgr5* deficiency.**

- A Gestating *Lgr5-Cre* heterozygous females were vehicle- or LGK974-treated by oral gavage between E9.5 and E15 at the indicated dose. Global morphological analysis of whole embryos was done at E16.5.
- B Gestating *Lgr5-DTReGFP* heterozygous females were vehicle- or LGK974-treated by oral gavage between E13-E15 or E15-E17 at the indicated dose. Duodenum of treated *Lgr5-DTReGFP* KO embryos was analyzed at E18.5 for Paneth cell differentiation. Each symbol indicates the value for a given embryo.
- C Gestating *Lgr5-Cre* heterozygous females were vehicle- or LGK974-treated by oral gavage between E15 and E17 at the indicated dose. Gene expression analysis of stem cell (*Axin2*) and Paneth differentiation (*Defa5*) markers was performed at E18.5 in ileums of *Lgr5-Cre* embryos by qRT-PCR. Each symbol indicates the value for a given embryo.
- D Gene expression analysis of Paneth differentiation markers was performed at E18.5 in ileums of *Lgr5-DTReGFP* embryos by qRT-PCR (vehicle-treated: 7 WT and 7 KO; LGK974-treated: 3 WT and 6 KO).
- E Gestating females were intra-peritoneally injected with tamoxifen between E15 and E17. Left panel: Recombination of floxed b-catenin exon 3 ( $\Delta$ ex3) was verified by PCR on ileums of embryos. Genotypes of embryos for b-catenin (*Ctnnb1*) and *Lgr5* loci are indicated. Right panel: Ileums of embryos were analyzed at E18.5 for Paneth cell differentiation by Lendrum staining. Each symbol indicates the value for a given embryo.

Data information: Scale bar, 500  $\mu$ m. Data are represented as means  $\pm$  SEM. \* $P$  < 0.05; \*\* $P$  < 0.01; \*\*\* $P$  < 0.001; \*\*\*\* $P$  < 0.0001 by Kruskal–Wallis test followed by Dunn's multiple comparison test (B, E) and two-way ANOVA followed by Tukey's multiple comparison test (C, D).

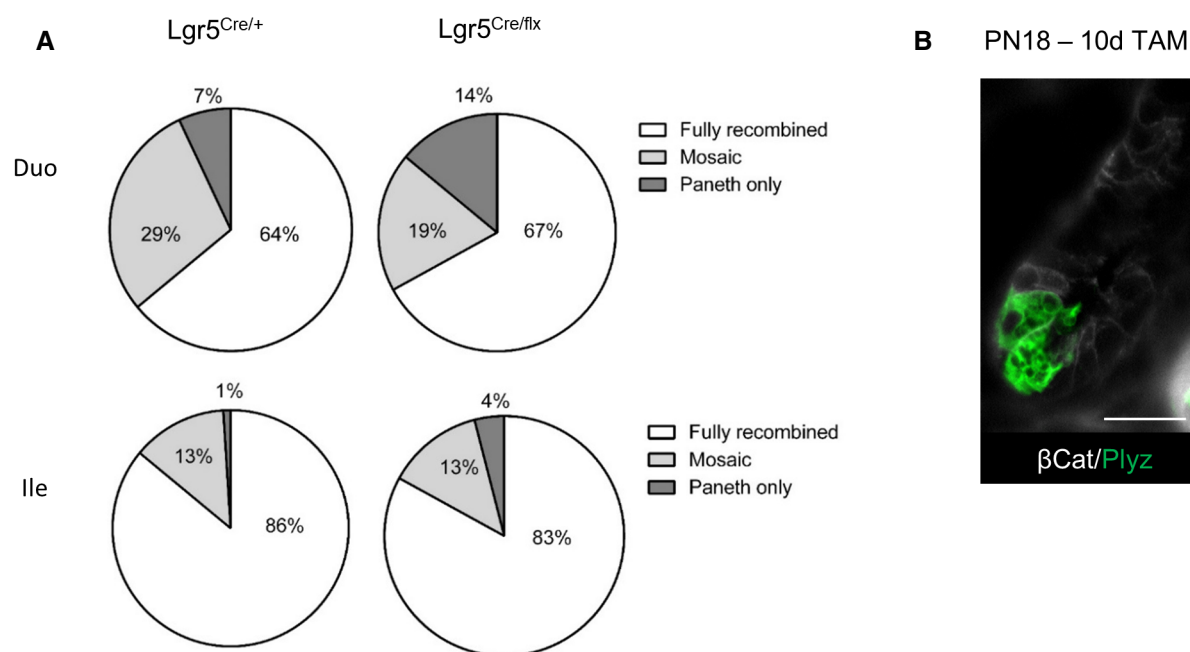

**Figure EV3. Postnatal Lgr5 ablation in ISCs alters stem cell fate toward the Paneth cell lineage.**

- A** Fate of RFP<sup>+</sup>-traced clones in control (Lgr5<sup>Cre/+</sup>) and cKO (Lgr5<sup>Cre/fix</sup>) at postnatal day 18 (PN18) after 10 days of chase. The proportion of fully recombined and mosaic RFP<sup>+</sup> crypt/villus units as well as RFP<sup>+</sup> cells only labeling Paneth cells is indicated for the duodenum and ileum of controls and cKOs ( $n = 5$  for each genotype).
- B** Representative immunofluorescence picture showing Paneth cells (Plyz marker) in co-staining with the epithelial cell membrane marker b-catenin in a control (Lgr5<sup>Cre/+</sup>) at PN18 in ileum 10 days after tamoxifen injection. Scale bar, 50  $\mu$ m.

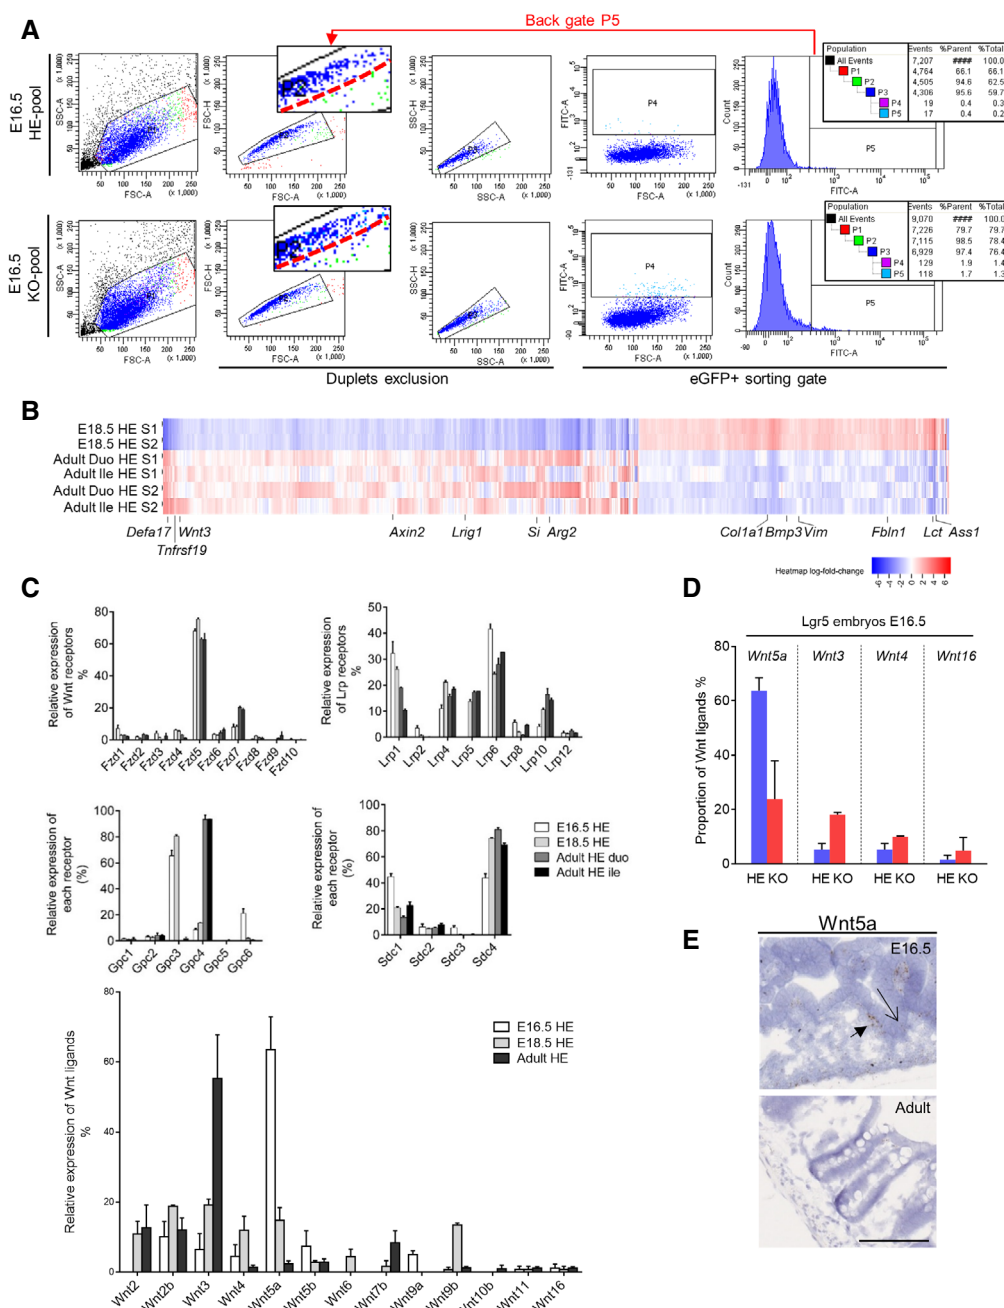

**Figure EV4. Transcriptome analysis of Lgr5 ISC precursors in adults.**

- A Representative FACS plots showing gating strategy used for sorting experiments (Lgr5-DTReGFP E16.5). Back gate for eGFP<sup>+</sup> sorted cells (visualized as cyan dots) shows high stringency for duplets exclusion (depicted by a red dashed line).
- B ISC (eGFP<sup>+/ve</sup>) cells from Lgr5-DTReGFP embryonic E18.5 and adult stages were sorted by FACS and subjected to RNAseq analysis. Heatmap of differentially regulated genes (fold change  $\times 1.5$ , FDR 0.1) in E18.5 HE as compared to adult ISCs from duodenum (Duo) and ileum (Ile). Selected genes are evidenced. Highlighted genes: Wnt-related genes (Wnt3, Axin2), differentiation markers (Defa17, Si), extracellular matrix-related genes (Col1a1, Vim), and metabolic-related genes (Lct, Ass1).
- C Graphs showing relative expression levels of the Wnt ligands and Wnt receptors/co-receptors (Fzd, Lrp, Gpc, Sdc) at different developmental stages E16.5, E18.5, and adult HEs based on the RNAseq data.
- D Graph showing relative proportion of the main Wnt ligands expressed in Lgr5 KOs and HEs at E16.5.
- E Expression of the Wnt ligand Wnt5a in normal embryonic and adult small intestines by RNA scope. The arrows show Wnt5a-expressing cells localized in stroma and epithelium in E16.5 embryos.

Data information: Scale bar, 100  $\mu$ m. Biological replicates for RNAseq experiments on ISC (B, C, D): Lgr5-DTReGFP E16.5 independent embryonic pools ( $n = 2$  HE, 2 KO); Lgr5-DTReGFP E18.5 individual embryos ( $n = 2$  HE depicted as S1 and S2 in panel B), and Lgr5-DTReGFP adult individual animals ( $n = 2$  HE depicted as S1 and S2 in panel B).

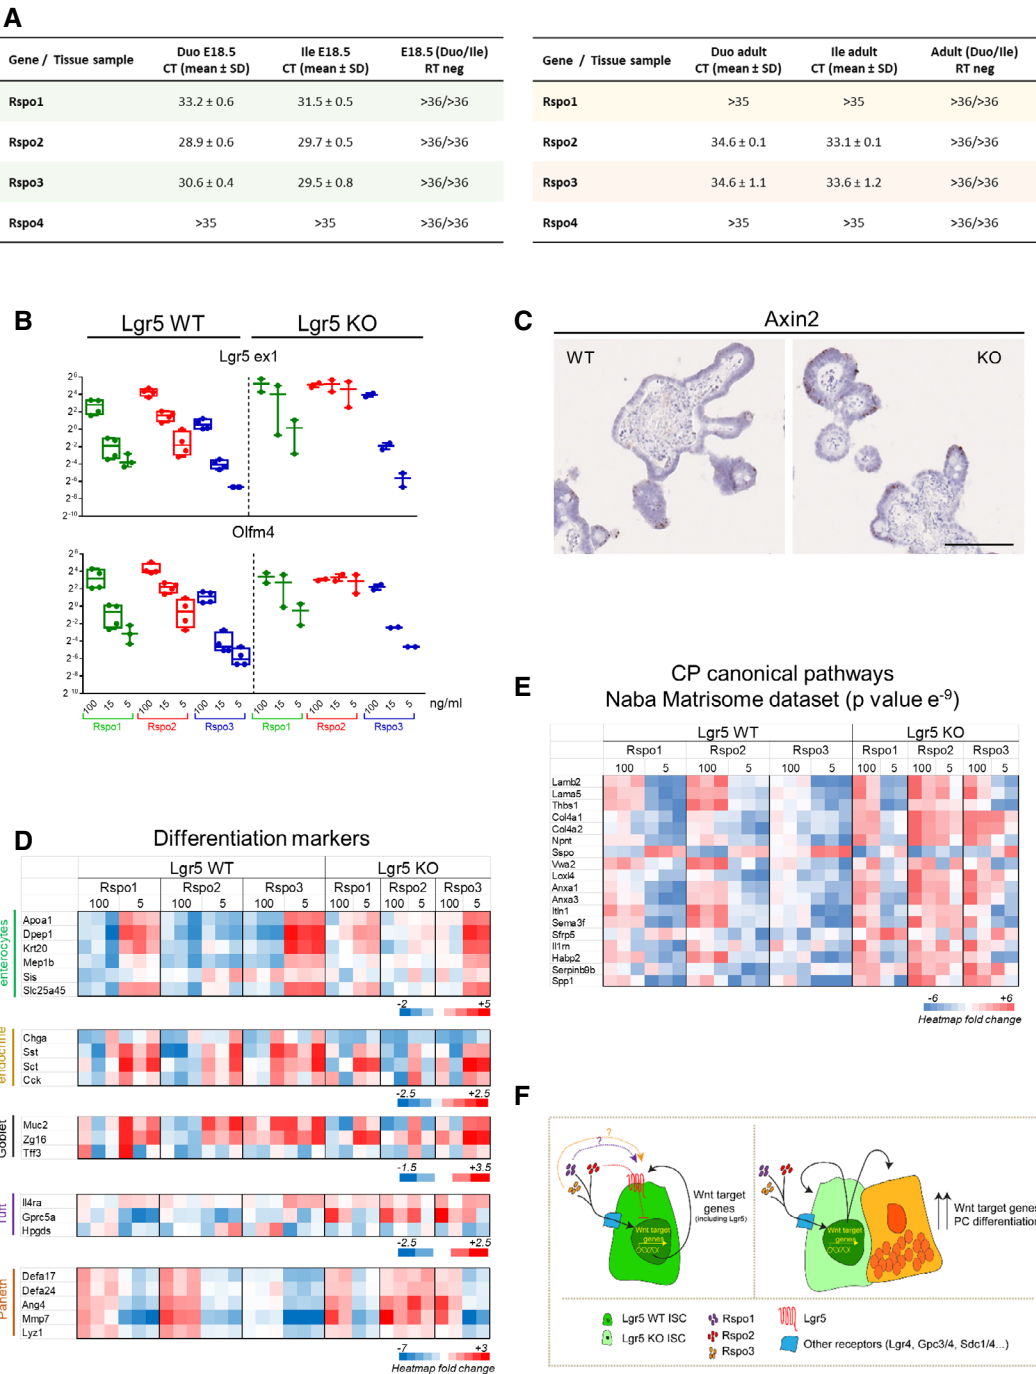

**Figure EV5. Rspodin 2/Lgr5 interaction regulates stem cell fate in organoids.**

- A Expression levels of Rspodin ligands during intestinal maturation. Tables showing Ct values for *Rspo1*, *Rspo2*, *Rspo3*, and *Rspo4* genes expression levels analyzed by qRT-PCR on duodenum (Duo) and ileum (Ile) from E18.5 embryos ( $n = 11$  samples originating from individual embryos) and adult animals ( $n = 3$  samples originating from individual animals).
- B Gene expression analysis by qRT-PCR of stem cell markers in Lgr5-DTReGFP WT and KO organoids exposed to 100, 15, or 5 ng/ml Rspodins after 5 days of culture. Each symbol indicates the value for an organoid culture originated from a given embryo.
- C Expression of the Wnt target gene *Axin2* by RNAscope in WT and KO organoids cultured in the presence of Rspodin 2 at 5 ng/ml. Scale bars: 100  $\mu$ m.
- D Heatmap showing the impact of Rspodin type and concentration on relative cell lineage differentiation (enterocyte, enteroendocrine, goblet, tuft, and Paneth cell lineages) in Lgr5-DTReGFP WT and KO organoids analyzed by RNAseq ( $n = 3$  WT and 2 KO organoid culture samples, each originating from a given embryo).
- E Heatmap showing the impact of Rspodin type and concentration on matrisome components gene expression (list from the Naba Matrisome dataset) in Lgr5-DTReGFP WT and KO organoids analyzed by RNAseq ( $n = 3$  WT and 2 organoid culture samples, each originating from a given embryo).
- F Scheme describing current hypothesis/model for Rspodins action on Wnt signaling regulation in ISC through Lgr5 and alternative receptors.

How the deposited data were processed for this re-analysis (not part of the article)

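The values come from 45 libraries, 15 of sorted cells (4 pools of E16.5 embryos, 2 E18.5 embryos, 4 libraries of duodenum and ileum from 2 adult mice, and 5 libraries of adult ileum after tamoxifen) and 30 of organoids (3 WT and 2 KO cultures with 3 ligands at 2 doses). The authors made the libraries with the Ovation SoLo or NEBNext kits, sequenced them as paired ends, mapped the reads to GRCm38 with STAR, counted them on Ensembl genes with HTSeq and deposited the counts of each gene as CPM, 1 table for the sorted cells and 1 for the organoids. Each table holds 52636 genes, and its CPM are rounded up to the next 0.05. Gene symbols and GRCm38 coordinates were read from the reference annotation after its gene identifiers were checked against those of the tables.

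The depth of each library was recovered from the spacing of its lowest CPM values and ranged from 1275949 to 9984663 reads in sorted cells and from 18458699 to 33112583 in organoids. On simulated tables the error of this depth was at most 0.048%. At the lowest depth, 1 read is 0.784 CPM. The steps gave whole reads in all 15 sorted-cell libraries (100% of the low values). edgeR and DESeq2 were run on them only for the E16.5 pools, where 1 read is worth at least 0.383 CPM. In most of the other libraries a read is worth less than 0.25 CPM, nearer the rounding of 0.05, and no test on counts was run on them.

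Values were taken as log2(CPM + 1) without further scaling. Genes with at least 1 CPM in as many libraries as the smallest group holds were tested with limma 3.58.1 (lmFit, then eBayes with a trend on the mean) in R 4.3.3, with Benjamini-Hochberg adjustment. Sorted cells were called at an FDR of 0.1 and a fold change of 1.5, organoid contrasts at an FDR of 0.05, and variation among the 12 organoid groups at an FDR of 0.001 and a range of 16-fold. Gene sets were tested with camera at a correlation between genes of 0.01. The lists of interferon, NF-kB and cell-type marker genes were typed from general knowledge and are not the MSigDB Hallmark lists; the Wnt target, Paneth and matrisome lists are those of the paper's figures; the ECM families are those named in its Discussion. The sets, comparisons, limits and alternatives were chosen before the data were examined, except where a choice is said to have been made later. edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were also used.

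Scores of organoid cultures were compared with exact permutation tests. A paired t test had been chosen for the dose scores of WT cultures; an exact sign-flip test replaced it because 3 pairs are too few for it. The genes named are those the paper names for a comparison and the 3 largest rises and falls among the called genes.

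The tests were tested on simulated data with 200 changed genes (log2 fold change 2). With 2 against 2 libraries, limma called 64% of them and 8 unchanged genes among 17396 genes tested, and with 2 against 3 libraries 92% and 27 unchanged genes among 19858 tested. For variation among the 12 groups it called 31.5% and 0 unchanged genes. Camera found the moved set in each of the 3 designs and none of 20 sets of unmoved genes.

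Same-numbered libraries were treated as possible pairs: the numbers are those of the sample labels, which are litters at E16.5 and cultures for organoids. Where the deviations of same-numbered libraries of the groups compared correlated above 0.1, in the adult Cre libraries and the organoids, results with that number as a block are given beside the results. Elsewhere they are given with the alternatives.

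The genotypes of the 5 adult Cre libraries conflict between the deposited labels and Dataset EV3. The values of all 859 genes of Dataset EV3 are equal to the deposited ones, but 2 libraries carry the other genotype there. For the genes listed, each column of Datasets EV1 and EV2 equals the deposited column of the matching name. The columns of Dataset EV4 name only ligand and dose, and the values of each equal those of 1 deposited column of that ligand and dose. Both versions are reported, and the version with the genotypes of Dataset EV3 was added after the values of the 2 tables were compared.

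The alternatives were voom weights, TMM scaling, other filters (every gene with a nonzero library, or a mean of at least 10 CPM), a pseudocount of 0.1, the replicate block, an FDR of 0.05 with no fold change limit, 1 fit of all 15 sorted-cell libraries, a camera correlation of 0.05 or ranks, single regions of the adult intestine or their mean, and each library or culture left out in turn. Protein, imaging and qPCR results of the paper are not analysed here.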

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

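Apart from the mesenchymal markers between E16.5 and E18.5 and the genes around Lgr5 in the libraries as labelled, all tests in this part were chosen only after the result was seen.

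The effect of Lgr5 loss differed between E16.5 and the adult in a test of the difference itself. For the ECM families the E16.5 effect minus the adult effect was -1.40 with the adult labels and -1.53 with the genotypes of Dataset EV3, and for the NF-kB genes -1.05 and -1.22. At E16.5, the mesenchymal markers that code for no matrix protein fell by 1.32 on average in KO, the endothelial, enteric neural, red blood cell and leukocyte markers changed by -1.13, -0.79, -1.21 and -1.33, and the villus enterocyte genes fell by 0.93. For the ECM families the change was -1.77 in the litter of pools 1 and -0.23 in that of pools 2. For the mesenchymal markers it was -2.05 and -0.58, so the falls of these sets may rest largely on 1 litter. The endothelial, enteric neural, red blood cell and leukocyte falls were also larger in pools 1. The villus enterocyte genes went the other way, with similar falls in both litters (-0.95 and -0.91). General epithelial markers rose instead, by 0.35 in pools 1 and 0.44 in pools 2. Beside that rise, the falls of unrelated cell types argue for fewer other cells among the sorted KO cells. The sorted RNA cannot tell how much of the ECM fall comes from this and how much from a change of expression within stem cells. The lower depth of the HE pools goes against the pattern as a cause, since the ECM mean was -1.08 in libraries thinned to 1275950 reads. In the adult Cre libraries, the mesenchymal markers were higher by 0.51 with the labels and by 0.56 with the genotypes of Dataset EV3 (camera adjusted p = 0.135 in limma), so more mesenchymal cells among the sorted cells remain possible in the former and are undecided in the latter. Immediate early genes, which rise with stress during dissociation, were higher by 0.48 with the labels and by 1.00 with the genotypes of Dataset EV3, so that a difference in handling may account for part of the NF-kB rise. A biological effect of stage remains a hypothesis that these explanations do not exclude.

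The dose response to Rspo2 differed between KO and WT organoids for 84 genes in a test of the difference itself. At 5 ng/ml of Rspo2, 2 of 2 KO cultures had a Wnt score above all 3 WT cultures, so a single KO culture is not the source of this difference in level. 0 KO libraries were deeper than every WT library at this dose, against a difference in library depth. With the dose of Rspo2, the Wnt score rose by 1.16 in KO7 and 0.05 in KO2, against 1.79 to 2.98 in WT cultures. The 84 genes were not counted with a KO culture left out, so for them a single KO culture is not ruled out. The KO cultures are male and the WT cultures female, with at least 55 CPM of the Y-linked Ddx3y in every KO library, a signal the paper does not report. A sex effect common to all ligands would not give the difference at 5 ng/ml of Rspo2, since KO and WT differed for at most 23 genes outside X and Y with Rspo1 or Rspo3 at that dose, against 838 with Rspo2. Strain variants linked to the Lgr5 locus were not tested in organoids. A response to Rspo2 that depends on Lgr5 is a hypothesis, and an effect of sex or strain that appears only with Rspo2 remains possible as well.

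The 3 libraries labelled cKO held at least 1161.55 CPM of Xist and those labelled HE at most 1.7, a signal in genes the paper does not discuss. Of the 10 genes called with the labels, 100% lie on X or Y, so a difference in sex between the labelled groups fits all of these calls and no biological explanation was tested.

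Hif3a in the ileum of adult mouse 2 lay far from the other 3 adult libraries, with a gap of 0.859 of the group's range, above Dixon's limit at the 95% level. It is 1 of 25 results tested in this way, of which chance alone gives about 1 in 20, and no biological explanation was tested.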

How the results depend on the processing

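The genotypes of Dataset EV3 and the alternatives for the counts of KO against WT organoids were added only after the results were seen. The cause of each change below was not tested unless a cause is named.

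Counts of called genes between E16.5 KO and HE pools, 91 as reported, were 303 with voom weights (75 higher, 228 lower), 277 with TMM scaling, 196 with a mean of at least 10 CPM, 354 with the quasi-likelihood test of edgeR, 830 with the litter as a block, 776 in the fit of all 15 libraries (50 of the 91 among them), 12 at an FDR of 0.05 with no fold change limit, 2 with a pseudocount of 0.1 and 0 with every gene with a nonzero library tested (2745 at an unadjusted p under 0.05). DESeq2 called 116. The NF-kB mean ranged from -1.12 to -0.33 across the 4 fits that each left out a pool, below 0 in each. Deviations of same-numbered pools did not correlate above 0 (-0.0324).

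Between E18.5 and the adult, a mean of at least 10 CPM gave 2275 genes and turned the ECM mean to 0.90 (6 genes higher, 4 lower). That filter can drop genes because they fall in the adult, so it cannot decide the direction. With a correlation between genes of 0.05 the ECM mean of -0.51 no longer passed (camera p of 0.0638 in limma before adjustment), nor did -0.48 with the duodenum alone. The Wnt5a change was -0.33 with the ileum alone and ranged from -0.20 to 0.66 with each library left out. Same-numbered libraries of the 2 stages, which come from different animals, correlated at 0.019 and 0.0263, and that number as a block gave 3448 genes.

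For the adult Cre libraries as labelled, 10 genes became 1 with voom weights, 18 with every gene with a nonzero library, 16 with the block and 0 in the fit of 15 libraries (1218 at an unadjusted p under 0.05), and from 10 to 22 with each library labelled cKO left out. With the genotypes of Dataset EV3 the count was 779, and 853 with TMM as well. The Lgr5 change was then -0.37 and -0.56 and that of Axin2 -0.0579 and -0.24, each the reverse of the labels. The interferon mean ranged from -0.59 to 0.20 with each library left out, above 0 without the library labelled HE 2, and the NF-kB mean from 0.22 to 0.60. The NF-kB mean no longer passed with a correlation of 0.05 (0.39) or without the library labelled cKO 1 (0.26) or cKO 3 (0.27; camera p of 0.0544 and 0.0847 in limma before adjustment).

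In organoids, genes varying among the 12 groups numbered 590 with voom weights and 402 with a pseudocount of 0.1. The 22 genes called with dose of Rspo2 in KO became 5 with voom weights, 10 with TMM, 67 with every gene with a nonzero library, 2 with a pseudocount of 0.1, 224 with the culture block and 0 with a mean of at least 10 CPM (516 at an unadjusted p under 0.05). That filter also lowered the counts of WT with Rspo1 and Rspo2 to 6318 and 3713, and without a culture the latter ranged from 1758 to 5072. Genes whose Rspo2 dose response differed between KO and WT, 84 as reported, were 40 with TMM, 35 with a mean of at least 10 CPM, 35 with a pseudocount of 0.1, 760 with the block and from 6 to 144 without a WT culture. For Rspo3 the block gave 1 gene against 0, and for Rspo1 0 in both. The 868 genes between KO and WT at 5 ng/ml of Rspo2 became 442 with every gene with a nonzero library and from 121 to 580 without a WT culture. The rise of the Wnt score in KO with Rspo3 was 3.97 with a pseudocount of 0.1, 3.15 with TMM and 2.27 with another list of Wnt targets. The Wnt score difference between KO and WT at 100 ng/ml of Rspo2 was 0.0341 with TMM and ranged from -0.39 to 0.35 without a culture.

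Dividing CPM by gene length moved the Wnt5a share to 43.6% at E16.5 and 7.07% at E18.5, and the Wnt3 share to 9.04% in E16.5 HE, 22.6% in E16.5 KO and 20.3% in E18.5 HE cells. With only Wnt genes of at least 1 CPM in some group, the Wnt3 share was 19.4% in E16.5 KO and 18.2% in E18.5 HE cells.

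Of 1113 alternative values for 102 results of single genes, 988 kept their direction and side of the limit, 78 were weaker, 37 stronger and 6 reversed, and 4 moved by more than the spread of replicates. Of 390 alternative values for 46 results of comparisons, 328 were unchanged in the same sense. DESeq2 and edgeR were not run on the other libraries, although the steps gave whole reads in all libraries of sorted cells. Leaving out a library where 1 would remain in a group gave values but no test, and counts of called genes were not made there.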

Differences from the paper's values

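The genotypes of Dataset EV3 were used as a setting only after the result was seen. The paper reports 487 genes between E16.5 KO and HE cells, 96 higher and 391 lower, against 91, 15 and 76 here. Of the alternatives set before the data were examined, the quasi-likelihood test of edgeR came within range for the total (354); voom weights did for the higher genes (75); the litter block (561), the fit of 15 libraries (411) and edgeR (298) did for the lower genes; the other alternatives did not.

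Dataset EV3 of the paper lists 859 genes between adult cKO and HE cells, 409 higher and 450 lower, against 10, 6 and 4 with the labels. None of the alternatives set before the data were examined closed these gaps. The genotypes of Dataset EV3, chosen after seeing the values, gave 779 genes, 505 higher and 274 lower, and with TMM as well, also chosen after seeing the values, 853, 410 and 443; the 274 lower genes remained outside the range.

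The paper lists 218 genes varying among the organoid groups, against 126 here. Leaving out culture WT5 (150) came within range, and none of the other alternatives did.

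The paper's log2 fold change of Bmp3 at E16.5 is -1.97, against -1.76 here. Within the replicate spread were voom weights (-1.85), a pseudocount of 0.1 (-1.88), edgeR (-1.95), DESeq2 (-1.96) and the fits without HE pool 2 (-1.87) or KO pool 2 (-1.88). For Wnt3 between E18.5 and the adult the paper gives 3.04, against 2.07 here. Voom weights (2.51), a pseudocount of 0.1 (2.52), the ileum alone (2.85), the mean of both regions of a mouse (2.32) and the fits without duodenum 1 (2.30), duodenum 2 (2.36) or E18.5 embryo 1 (2.27) came within range.

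For Col1a1 in that comparison the paper gives -5.78, against -4.07 here, and for Igf2 -8.95, against -7.98; voom weights (-5.79 and -9.17) and a pseudocount of 0.1 (-5.91 and -9.17) came within range. For H19 it gives -12.3, against -9.62, and none of the alternatives closed the gap. For AY761184 it gives 9.43, against 8.64, with voom weights and a pseudocount of 0.1 (9.15 each), the fit without ileum 1 (9.01) and the duodenum alone (8.91) within range. For Defa35 it gives 11.1, against 8.59, with voom weights (10.9) and a pseudocount of 0.1 (10.9) within range. For these genes the alternatives not named did not close the gap.

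The paper calls Bax, Edn1 and Tgfbi changed at E16.5, and none of them was called here (limma adjusted p = 0.129, 0.154 and 0.201). Bax was called with a mean of at least 10 CPM, the litter block, the fit of 15 libraries and edgeR; Edn1 with voom weights, TMM and the block; Tgfbi with the block. Of other genes that the paper shows as changed and that were not called here, Col1a1 and Wnt5a at E16.5 were called with voom weights, TMM, the block and edgeR, Nfkbiz with the block and edgeR, Tnfaip3 with TMM, the block, edgeR and DESeq2, and Arg2 in the adult with the fit of 15 libraries, the duodenum alone, the mean of both regions of a mouse and the fit without ileum 1. The paper treats Fzd5 as unaltered in the adult, where it changed by -0.95. It gives Wnt5a as falling toward the adult and Wnt3 as rising (Wnt5a about 64, 24, 15 and 3% and Wnt3 about 5, 18, 19 and 55% of the ligands in Fig EV4C and D, read by eye); here the Wnt5a shares were 63.7, 23.2, 14.7 and 11.8% and its CPM overlapped between E18.5 and the adult, while the Wnt3 shares were 5.37, 17.8, 17.0 and 45.0%. It states that matrisome genes in KO organoids did not respond to the dose of Rspo2, while their mean rose by 1.04. It gives Col4a1, Col4a2 and Loxl4 as responding to Rspo1 and Rspo3 in KO organoids; Col4a1 with Rspo3 was not called under any setting, Col4a2 with Rspo3 was called only with voom weights and the culture block, and Loxl4 with either ligand only with the block. It states that Wnt target and Paneth genes stay higher in KO than in WT organoids at either concentration of Rspo2, while at 100 ng/ml the differences were -0.02 and -0.32. It gives Gpc3 and Gpc4 as the main glypicans, while Gpc6 was above Gpc4 at E16.5 and Gpc3 was at 0.375 CPM in the adult.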

Other observations

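Apart from the mesenchymal markers between E16.5 and E18.5 and the genes around Lgr5 in the libraries as labelled, all tests in this part were chosen only after the result was seen.

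Of the 5 adult Cre libraries, the library labelled HE 1 holds the values of a cKO sample of Dataset EV3, HE 2 those of its HE 1, cKO 1 those of its cKO 2, cKO 2 those of its HE 2 and cKO 3 those of its cKO 3. A mislabelled sample in 1 of the 2 tables is a candidate explanation for the few calls with the labels, 10 against 779 with the genotypes of Dataset EV3 (902 and 4246 genes at an unadjusted p under 0.05); 0 genes were called with both. Which table holds the true genotypes cannot be told from the expression values. The libraries that Dataset EV3 gives as cKO are also the deepest, so depth cannot be told apart from the genotypes given there. Among the 10 splits of the 5 libraries into 2 and 3, 4 gave at least as many calls as the labels and 1, the split itself, as many as the genotypes of Dataset EV3, a design that cannot give a share under 0.1. Strain variants linked to the Lgr5 locus gave no excess of calls within 20 Mb of Lgr5 with the genotypes of Dataset EV3 (12 of 779 calls, Fisher's exact p = 0.399). With the labels this cannot be told (Fisher's exact p = 1), since all 10 calls lie on X or Y and too few were made for a call near Lgr5 to be expected.

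Between E16.5 and E18.5 HE cells, the mesenchymal markers that code for no matrix protein were 2.32 higher at E16.5 and the ECM families 2.04 higher, so more mesenchymal cells among the sorted E16.5 cells may explain a part of the ECM signal. From E18.5 to the adult those markers changed by -1.37, so fewer mesenchymal cells among the sorted adult cells could contribute to the fall of ECM genes there. A change of expression within stem cells over development remains a hypothesis.

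For the dose responses of WT organoids, the doses were swapped within cultures in every way that makes a different grouping. With Rspo1, Rspo2 and Rspo3, 1 of the 4 groupings, the real one, gave as many called genes, and 4 groupings cannot give a share under 0.25.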
